# The Paf1 complex positively regulates enhancer activity in mouse embryonic stem cells

**DOI:** 10.26508/lsa.202000792

**Published:** 2020-12-29

**Authors:** Li Ding, Maciej Paszkowski-Rogacz, Jovan Mircetic, Debojyoti Chakraborty, Frank Buchholz

## Abstract

The RNA polymerase II (RNAPII) associated factor 1 complex (Paf1C) plays critical roles in modulating the release of paused RNAPII into productive elongation. However, regulation of Paf1C-mediated promoter-proximal pausing is complex and context dependent. In fact, in cancer cell lines, opposing models of Paf1Cs’ role in RNAPII pause-release control have been proposed. Here, we show that the Paf1C positively regulates enhancer activity in mouse embryonic stem cells. In particular, our analyses reveal extensive Paf1C occupancy and function at super enhancers. Importantly, Paf1C occupancy correlates with the strength of enhancer activity, improving the predictive power to classify enhancers in genomic sequences. Depletion of Paf1C attenuates the expression of genes regulated by targeted enhancers and affects RNAPII Ser2 phosphorylation at the binding sites, suggesting that Paf1C-mediated positive regulation of pluripotency enhancers is crucial to maintain mouse embryonic stem cell self-renewal.

## Abstract (precis)

Using ChIP-seq and functional genomic analyses, the study shows that the Paf1 complex occupies transcriptional enhancers and positively regulates their activity.

## Introduction

Transcription of many eukaryotic protein-coding genes is regulated in large part by enhancers, DNA sequences that increase the likelihood that transcription of a particular gene will occur under favorable conditions (1). Enhancers are found in intergenic regions, introns and exons, and can activate transcription independently of their location, distance, or orientation with respect to promoters (2). Enhancers play a central role in spatiotemporally orchestrating gene expression programs, and alterations of enhancer activities are frequently implicated in diseases. Therefore, the identification and molecular characterization of enhancers is an important research field. A range of methods have been developed to predict enhancers, based on their characteristics including transcription factor binding, chromatin accessibility, histone modifications, or promoter–enhancer interactions. However, none of these methods correlate perfectly with enhancer activity because most active enhancers carry only partial characteristic marks (summarized in reference 3). In contrast to the indirect prediction methods, a recently developed technique named self-transcribing active regulatory region sequencing (STARR-seq) allows direct survey of active enhancers by coupling enhancer activity to its sequence in *cis*. STARR-seq has been applied genome-wide in flies and in some mammalian cells and has greatly advanced our understanding of how enhancer activities are encoded in the genome (4, 5).

Promoters and enhancers share common features such as an open chromatin structure and an accumulation of transcription factor binding sites (6, 7). Recent studies have revealed another common feature, showing that both genetic elements are transcribed by RNAPII, leading to the production of mRNAs and enhancer RNAs (eRNAs), respectively (8, 9, 10). A critical step leading to active transcription of mRNA is RNAPII release from pausing at promoters, whereby a highly regulated chain of events allow RNAPII to proceed to transcriptional elongation (11, 12). Widespread control of transcriptional pausing and elongation has also been reported at enhancers, where RNAPII is retained at enhancers and eRNA synthesis requires pause-release. This finding suggests that RNAPII pausing control at enhancers might be a critical layer of enhancer regulation (13).

The RNA polymerase-associated factor 1 complex (Paf1C) has been identified as a crucial checkpoint for RNAPII promoter-proximal pausing and pause-release at both protein-coding genes and at enhancers. However, divergent effects during promoter-proximal pausing and pause-release of Paf1C have been reported in different cancer cell lines (14, 15, 16). In one study, Paf1C was reported to maintain promoter-proximal pausing of RNAPII in a colon cancer cell line by inhibiting the positive transcription elongation factor b (14), whereas in another study, Paf1C was shown to promote release from pausing in a lymphoma cell line (15). The latter study proposed a positive feedback model in which Paf1C promotes pause-release by regulating the chromatin association of positive transcription elongation factor b (17). Hence, the Paf1C-mediated regulation of promoter-proximal pausing in higher eukaryotes appears to be complex and context dependent (18). In agreement with the negative role of Paf1C in promoter-proximal pausing and pause-release in the colon cancer cell line, Chen and colleagues also reported that the Paf1C represses a subset of enhancers by restricting eRNA transcription in the same cell line (14, 16).

Our group has previously identified Paf1C as an important factor to maintain mouse embryonic stem cells (mESCs) pluripotency by specifically regulating the expression of pluripotency genes (19, 20). Paf1C binds to promoters of pluripotency genes, where it is required to maintain a transcriptionally active chromatin structure. Depletion of Paf1C leads to a decreased expression of these pluripotency genes, accompanied by a loss of mESC self-renewal and subsequent differentiation. Thus, Paf1C may impact on the expression of pluripotency genes by maintaining the chromatin structure accessibility of RNAPII, or regulating the release of promoter-proximally paused RNAPII for active transcription in mESCs. To expand our understanding of Paf1Cs’ role in promoter and enhancer regulation during pluripotency, we performed a panel of experiments to characterize its molecular function.

## Results

### Ctr9 exhibits cell type–specific chromatin binding patterns

To elucidate molecular functions of Paf1C, we generated a GFP-tagged knock-in mESC cell line, where GFP is fused to the 3′ terminus of Ctr9, a core component of the Paf1C. To compare results obtained in mESCs, we also generated a Ctr9-GFP knock-in line in mouse NIH3T3 cells (Fig S1). These cell lines were used to perform chromatin immunoprecipitation coupled with DNA sequencing (ChIP-seq, single runs) using a validated anti-GFP antibody (21, 22) to investigate the genome-wide binding pattern of Ctr9 in these cell types. 

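mESCs are pluripotent cells from the early mouse embryo, here of the E14 line, and NIH3T3 cells are an established line of mouse fibroblasts. Ctr9 carries a GFP tag in both. In ChIP-seq, DNA bound to a protein is pulled down with an antibody and sequenced, and stretches with more reads than the background are called as peaks. The authors aligned the reads to the mouse genome mm10 with bowtie2 2.3.5.1, removed reads in blacklisted regions, and called peaks with macs2 2.2.6 at a q-value cutoff of 0.01. They deposited 1 list of peaks per library, with the position and the summit of each peak (the base with the most fragments), its fold enrichment over the local background and the −log10 of its q-value. The lists hold no read counts, so the depth of each ChIP-seq library is unknown. Every list comes from 1 library, so no value has a replicate, and each confidence interval covers counting error only. The Ctr9 list of mESCs held 44748 peaks with a median width of 391 bps and a largest width of 43967 bps, and they covered 32.8 Mb. The list of NIH3T3 cells held 22016 peaks with a median width of 400 bps, and they covered 16.4 Mb. A −log10 q of at least 5 was reached by 68.7% of the peaks in mESCs and by 69.0% in NIH3T3 cells.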

Analyses of the ChIP-seq experiments identified 33,412 and 13,471 cell type–specific Ctr9 binding sites in mESCs and NIH3T3 cells, respectively, whereas 5,673 common binding sites were identified in both cell types (Table S1). 

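Binding sites were counted as Table S1 lists them, from windows of 300 bps on each side of every peak summit, merged over both cell types. This gave 52556 sites, of which 5673 held summits of both cell types, 33412 of mESCs only and 13471 of NIH3T3 cells only. The common sites made up 14.5% of all sites in mESCs (95% exact Clopper-Pearson interval, 14.2% to 14.9%) and 29.6% of those in NIH3T3 cells (29.0% to 30.3%). The mESC peaks were also divided by fold enrichment into 5 groups of equal size. Here whole peaks were compared in place of windows, by an overlap of at least 1 bp. Of the weakest group 11.7%, and of the strongest 33.4%, overlapped a Ctr9 peak of NIH3T3 cells. Peak width was not held equal between the groups. With the same number of peaks taken from each cell type, the strongest by q-value, the sites in mESCs only numbered 17015.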

76% of the Ctr9 binding sites were found at protein-coding genes, whereas 24% of the binding sites mapped to intergenic region in mESCs (Fig S2A). Similarly, 78% and 22% of the Ctr9 peaks mapped to protein-coding genes and intergenic regions in NIH3T3 cells (Fig S2B). 

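A peak was assigned to a protein-coding gene when its summit lay in the gene body or within 1 kb on either side. Gene coordinates came from GENCODE M21, which places 21938 protein-coding genes on the assembled chromosomes of mm10. In mESCs, 34737 Ctr9 peaks met this rule, a share of 77.6% (77.2% to 78.0%), and the other 10011 peaks (22.4%) lay elsewhere. The gene regions used for this count cover 39.4% of the genome. With 5 kb on each side of the gene body, the share at protein-coding genes was 91.0%.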

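By the same rule, 17422 Ctr9 peaks of NIH3T3 cells, or 79.1% (78.6% to 79.7%), lay at protein-coding genes and 4594 (20.9%) elsewhere.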

Consistent with its role as a regulator of transcription elongation, Ctr9 was highly enriched at transcription start sites (TSSs) and gene body of protein-coding genes in both cell lines (23, 24). In addition, we observed intensive Ctr9 occupancy around transcript end sites, which have been proposed to regulate alternative cleavage and polyadenylation (APA) in mammalian cells (Fig 1A and B) (25). 

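Peak summits were counted within 1 kb of the annotated start of a protein-coding gene, within 1 kb of its end, in the rest of the gene body, or elsewhere. In mESCs, 2698 Ctr9 summits (6.03%) lay near gene starts, which is 3.98 times the number that the length of these stretches would give on an even spread over the genome. NIH3T3 cells had 2662 summits near gene starts (12.1%), or 7.97 times an even spread. Gene bodies held 59.0% of the summits in mESCs and 57.1% in NIH3T3 cells, which is 1.62 and 1.56 times an even spread.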

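Near gene ends lay 5622 Ctr9 summits of mESCs (12.6%), 8.80 times the number on an even spread. NIH3T3 cells had 2189 summits there (9.94%), 6.97 times that number. Gene ends thus held more Ctr9 summits than gene starts in mESCs, and fewer in NIH3T3 cells. Within 500 bps, a distance chosen after seeing the data, mESCs had 5.79% of their summits near ends and 3.42% near starts, against 5.13% and 6.70% in NIH3T3 cells.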

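In RNA-seq, the reads of each transcript are counted as a measure of its level. Each cell type had 1 RNA-seq library. The authors estimated transcript levels with kallisto 0.46.1 on the GENCODE M19 transcriptome and deposited, for 137767 transcripts, estimated counts and TPM, a measure of transcript level scaled for transcript length and library size. The estimated counts added up to 26400407 in mESCs and 28849497 in NIH3T3 cells. A gene was given the TPM of its transcript with the highest expression, as in the Methods. Of the protein-coding genes with coordinates, 21905 (99.8%) were found in these data by their identifier. In mESCs 16158 of them had a TPM above 0 and 5747 were listed at 0, and in NIH3T3 cells the numbers were 14646 and 7259.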

To investigate whether Ctr9 binding correlates with active transcription, we performed mRNA sequencing (RNA-seq) in mESCs and NIH3T3 cells, and quantified Ctr9 binding intensity for genes of different expression levels. Markedly, Ctr9 binding positively correlated with mRNA level in both cell types, where strong Ctr9 peaks were observed on genes of high expression (Fig 1A and B). 

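Expressed genes were divided as in Fig 1A and B, and a gene counted as bound when a Ctr9 peak overlapped its body, the 1 kb upstream or the 5 kb downstream by at least 1 bp. In mESCs, a Ctr9 peak was found at 91.9% (91.0% to 92.7%) of the 4040 genes with high expression and at 60.0% (58.9% to 61.0%) of the 8078 with medium expression. The shares were 18.0% (16.8% to 19.2%) of the 4040 genes with low expression and 6.54% (5.92% to 7.21%) of the silent genes. In NIH3T3 cells, 65.8% (64.2% to 67.3%) of 3662 genes with high expression, 33.8% of those with medium, 11.7% of those with low expression and 4.52% of the silent genes were bound. The median fold enrichment of the strongest peak per bound gene was 6.68 for high expression in mESCs, with 5.27 for low expression, 5.18 for silent genes and the lowest value for medium expression. In NIH3T3 cells it was 5.65 for high expression and 4.97 in each of the other classes, so the fold enrichment does not fall further below the high class. The difference between high and silent genes was 85.3 percentage points in mESCs and 61.3 in NIH3T3 cells. With 1 kb on each side of the gene body, the alternative that moved it most, it was 79.6 and 55.9. From the peaks on genes of high expression, the paper states that Ctr9 binding correlates positively with mRNA level.

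**Figure D1:**
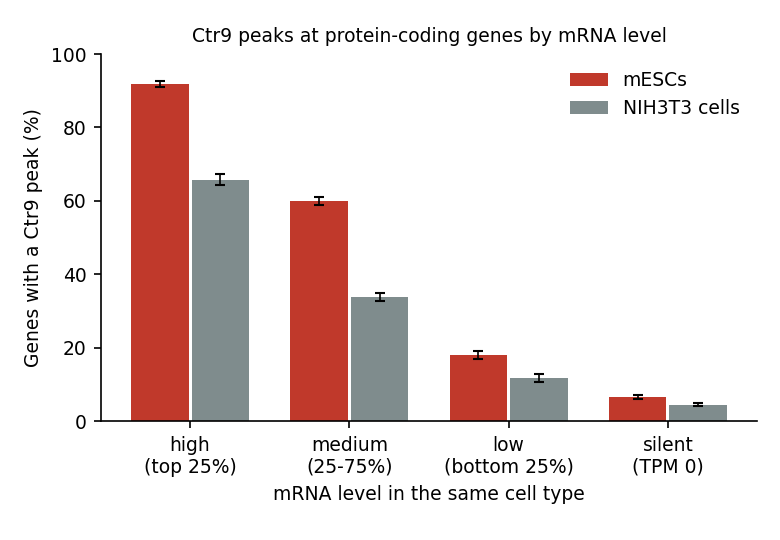
Share of protein-coding genes with a Ctr9 peak (y-axis, percent) in the high, medium, low and silent expression classes (x-axis) of mESCs and NIH3T3 cells. Bars show the share in 1 library per cell type and error bars its 95% exact binomial interval. The share falls from 91.9% to 6.54% in mESCs and from 65.8% to 4.52% in NIH3T3 cells.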

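No Ctr9 peak was found at 328 (8.12%, 7.29% to 9.00%) of the genes with high expression in mESCs, which here means a TPM of at least 21.6, and at 1253 (34.2%, 32.7% to 35.8%) of those in NIH3T3 cells. With a TPM of at least 50 as the limit, the numbers were 98 and 462. Lsm5 (ENSMUSG00000091625, chromosome 6 from 56701063 to 56704710) had a TPM of 167 in mESCs and 135 in NIH3T3 cells, and Vbp1 (ENSMUSG00000031197, chromosome X from 75514299 to 75534942) had 130.4 and 68.9. Neither gene had a Ctr9 peak in either cell type, whereas each had 1 H3K27ac peak in mESCs, with a fold enrichment of 4.62 at Lsm5 and 7.22 at Vbp1. The 5 genes of highest TPM without a Ctr9 peak in mESCs, leaving out mitochondrial, ribosomal-protein and histone genes, were Eef2 (1979 TPM), Gm11808 (1255 TPM), Actg1 (599 TPM), Snrpe (413 TPM) and Dynlt1b (357 TPM). Their regions held no peak of any of the 7 deposited lists, and Eef2 lies in a stretch of 64.9 kb and Actg1 in one of 61.7 kb without any peak. Of the 328 genes, 227 had a peak of another list in their region and 101 had a peak of none.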

Of note, however, not all strongly expressed genes were bound by Ctr9 (Fig S2C and D), suggesting that Paf1C binding is not essential for high-level transcription of genes per se. Consistent with its role as an elongation factor associated with active gene transcription, Ctr9 binding exhibited cell type–specific binding patterns at protein-coding genes. For example, Ctr9 was specifically enriched at most known pluripotency genes including *Oct4*, *Sox2*, *Nanog*, *Esrrb*, and *Zfp42* in mESCs (Figs 1C and S2E and F), whereas a panel of fibroblast marker genes (e.g., *Col1a1*, *Col1a2*, and *Col5a1*) were only bound by Ctr9 in NIH3T3 cells (Figs 1C and S2G and H).

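Oct4 is listed as Pou5f1 in the annotation (ENSMUSG00000024406, chromosome 17 from 35506018 to 35510772). All 5 pluripotency genes had Ctr9 peaks in mESCs and none in NIH3T3 cells. The strongest peak had a fold enrichment of 16.5 at Pou5f1, 18.2 at Sox2, 13.1 at Nanog, 24.7 at Esrrb and 30.1 at Zfp42. Their TPM in mESCs was 1402 for Pou5f1, 364 for Sox2, 281 for Nanog, 211 for Esrrb and 286 for Zfp42. In NIH3T3 cells Nanog had a TPM of 0.511 and the other 4 were listed at 0. The 3 fibroblast marker genes had Ctr9 peaks in NIH3T3 cells and none in mESCs. Col1a1 had 8 such peaks with a strongest fold enrichment of 7.95, Col1a2 had 10 with 13.9, and Col5a1 had 64 with 7.55. Their TPM in NIH3T3 cells was 901, 1082 and 94.5, against 0.203, 0.132 and 2.38 in mESCs. Ppia, which Fig 1C shows as bound in both cell types, had 2 Ctr9 peaks in mESCs with a strongest fold enrichment of 33.5 and 4 in NIH3T3 cells with 16.4.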

Table S1 ChIP-seq determination of Ctr9 occupancy in mouse embryonic stem cells and NIH3T3 cells.

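Each line of Table S1 gives the mm10 coordinates of 1 merged Ctr9 binding site and a plus or minus sign for each cell type. A site built from a single summit reaches 300 bps to each side of it, and wider ones join neighboring summits. Of this table, 1999 lines were used here, to read how sites were built, and the sites themselves were counted from the deposited peaks.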

**Figure S1.**
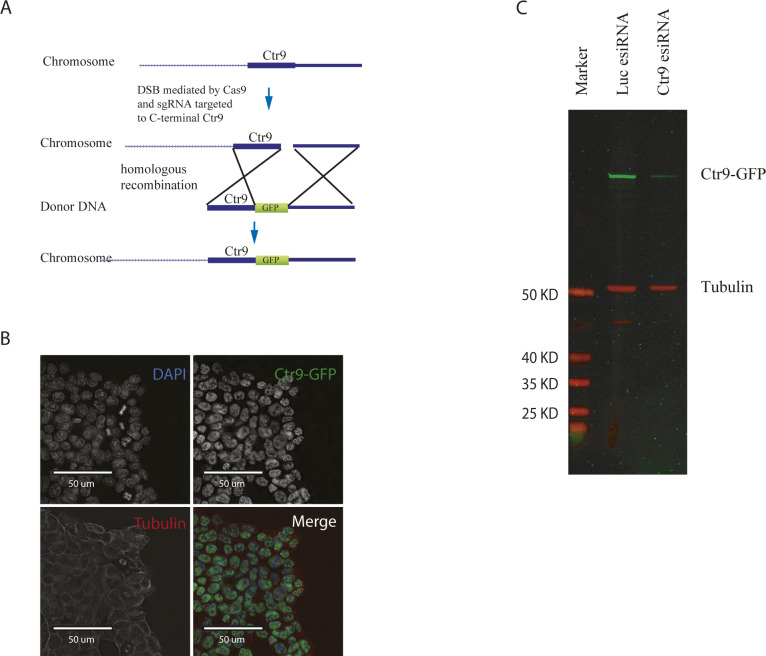
Generation of Ctr9-GFP knock-in mES cells. **(A)** Schematic presentation of the targeting strategy. GFP knock-in to the C terminus of Ctr9 by CRISPR/Cas9–mediated homologous recombination. Cas9 nuclease and an short guide RNA targeted to the C-terminus of Ctr9 were co-transfected to make a double-stranded break in the mouse ESCs genome. The double-strand break is repaired by homologous recombination with a donor template containing GFP flanked by homologous arms for Ctr9, where GFP is designed to be integrated. **(B)** Cellular localization of the Ctr9-GFP fusion protein. The Ctr9-GFP fusion protein was stained in green by using an anti-GFP antibody. Tubulin was stained in red by an anti-tubulin antibody. The cell nucleus was stained in blue by DAPI. Note the nuclear localization of the Ctr9-GFP fusion protein. **(C)** esiRNA knockdown of Ctr9. Mouse embryonic stem cells expressing the Ctr9-GFP fusion protein were transfected with esiRNAs targeting Ctr9. The non-targeting esiRNA (Luc esiRNA) served as control. Anti-GFP antibody was used to visualize the fusion protein at around 160 kD (green channel), and anti-tubulin antibody was used to detect tubulin (50 kD, red channel) as the loading control. Specific depletion of Ctr9-GFP fusion protein is seen in the Ctr9 knockdown sample.

**Figure S2.**
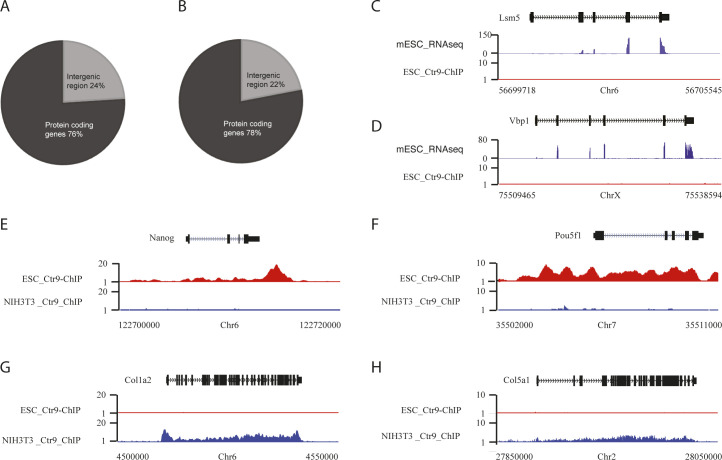
ChIP-seq analysis of Ctr9 binding in mouse embryonic stem cells (mESCs) and NIH3T3 cells. **(A, B)** Pie representation of Ctr9 peaks detected at protein-coding genes and intergenic regions in mESCs (A), and NIH3T3 cells (B). **(C, D)** Representative genome browser tracks of highly expressed genes without Ctr9 binding in mESCs. The x-axis indicates the chromosome position, and the y-axis represents normalized read density in reads per 1 million (rpm). Each ChIP-Seq experiment was performed with a single sample. **(E, F, G, H)** Representative genome browser tracks of Ctr9 ChIP-seq in mESCs and NIH3T3 cells. The x-axis indicates the chromosome position, and the y-axis represents normalized read density in reads per million. Nanog (E) and Oct4 (F) are shown as examples for Ctr9 binding specifically in mESCs. Col1a2 (G) and Col5a1 (H) are shown as examples for Ctr9 binding specifically in NIH3T3 cells.

**Figure 1.**
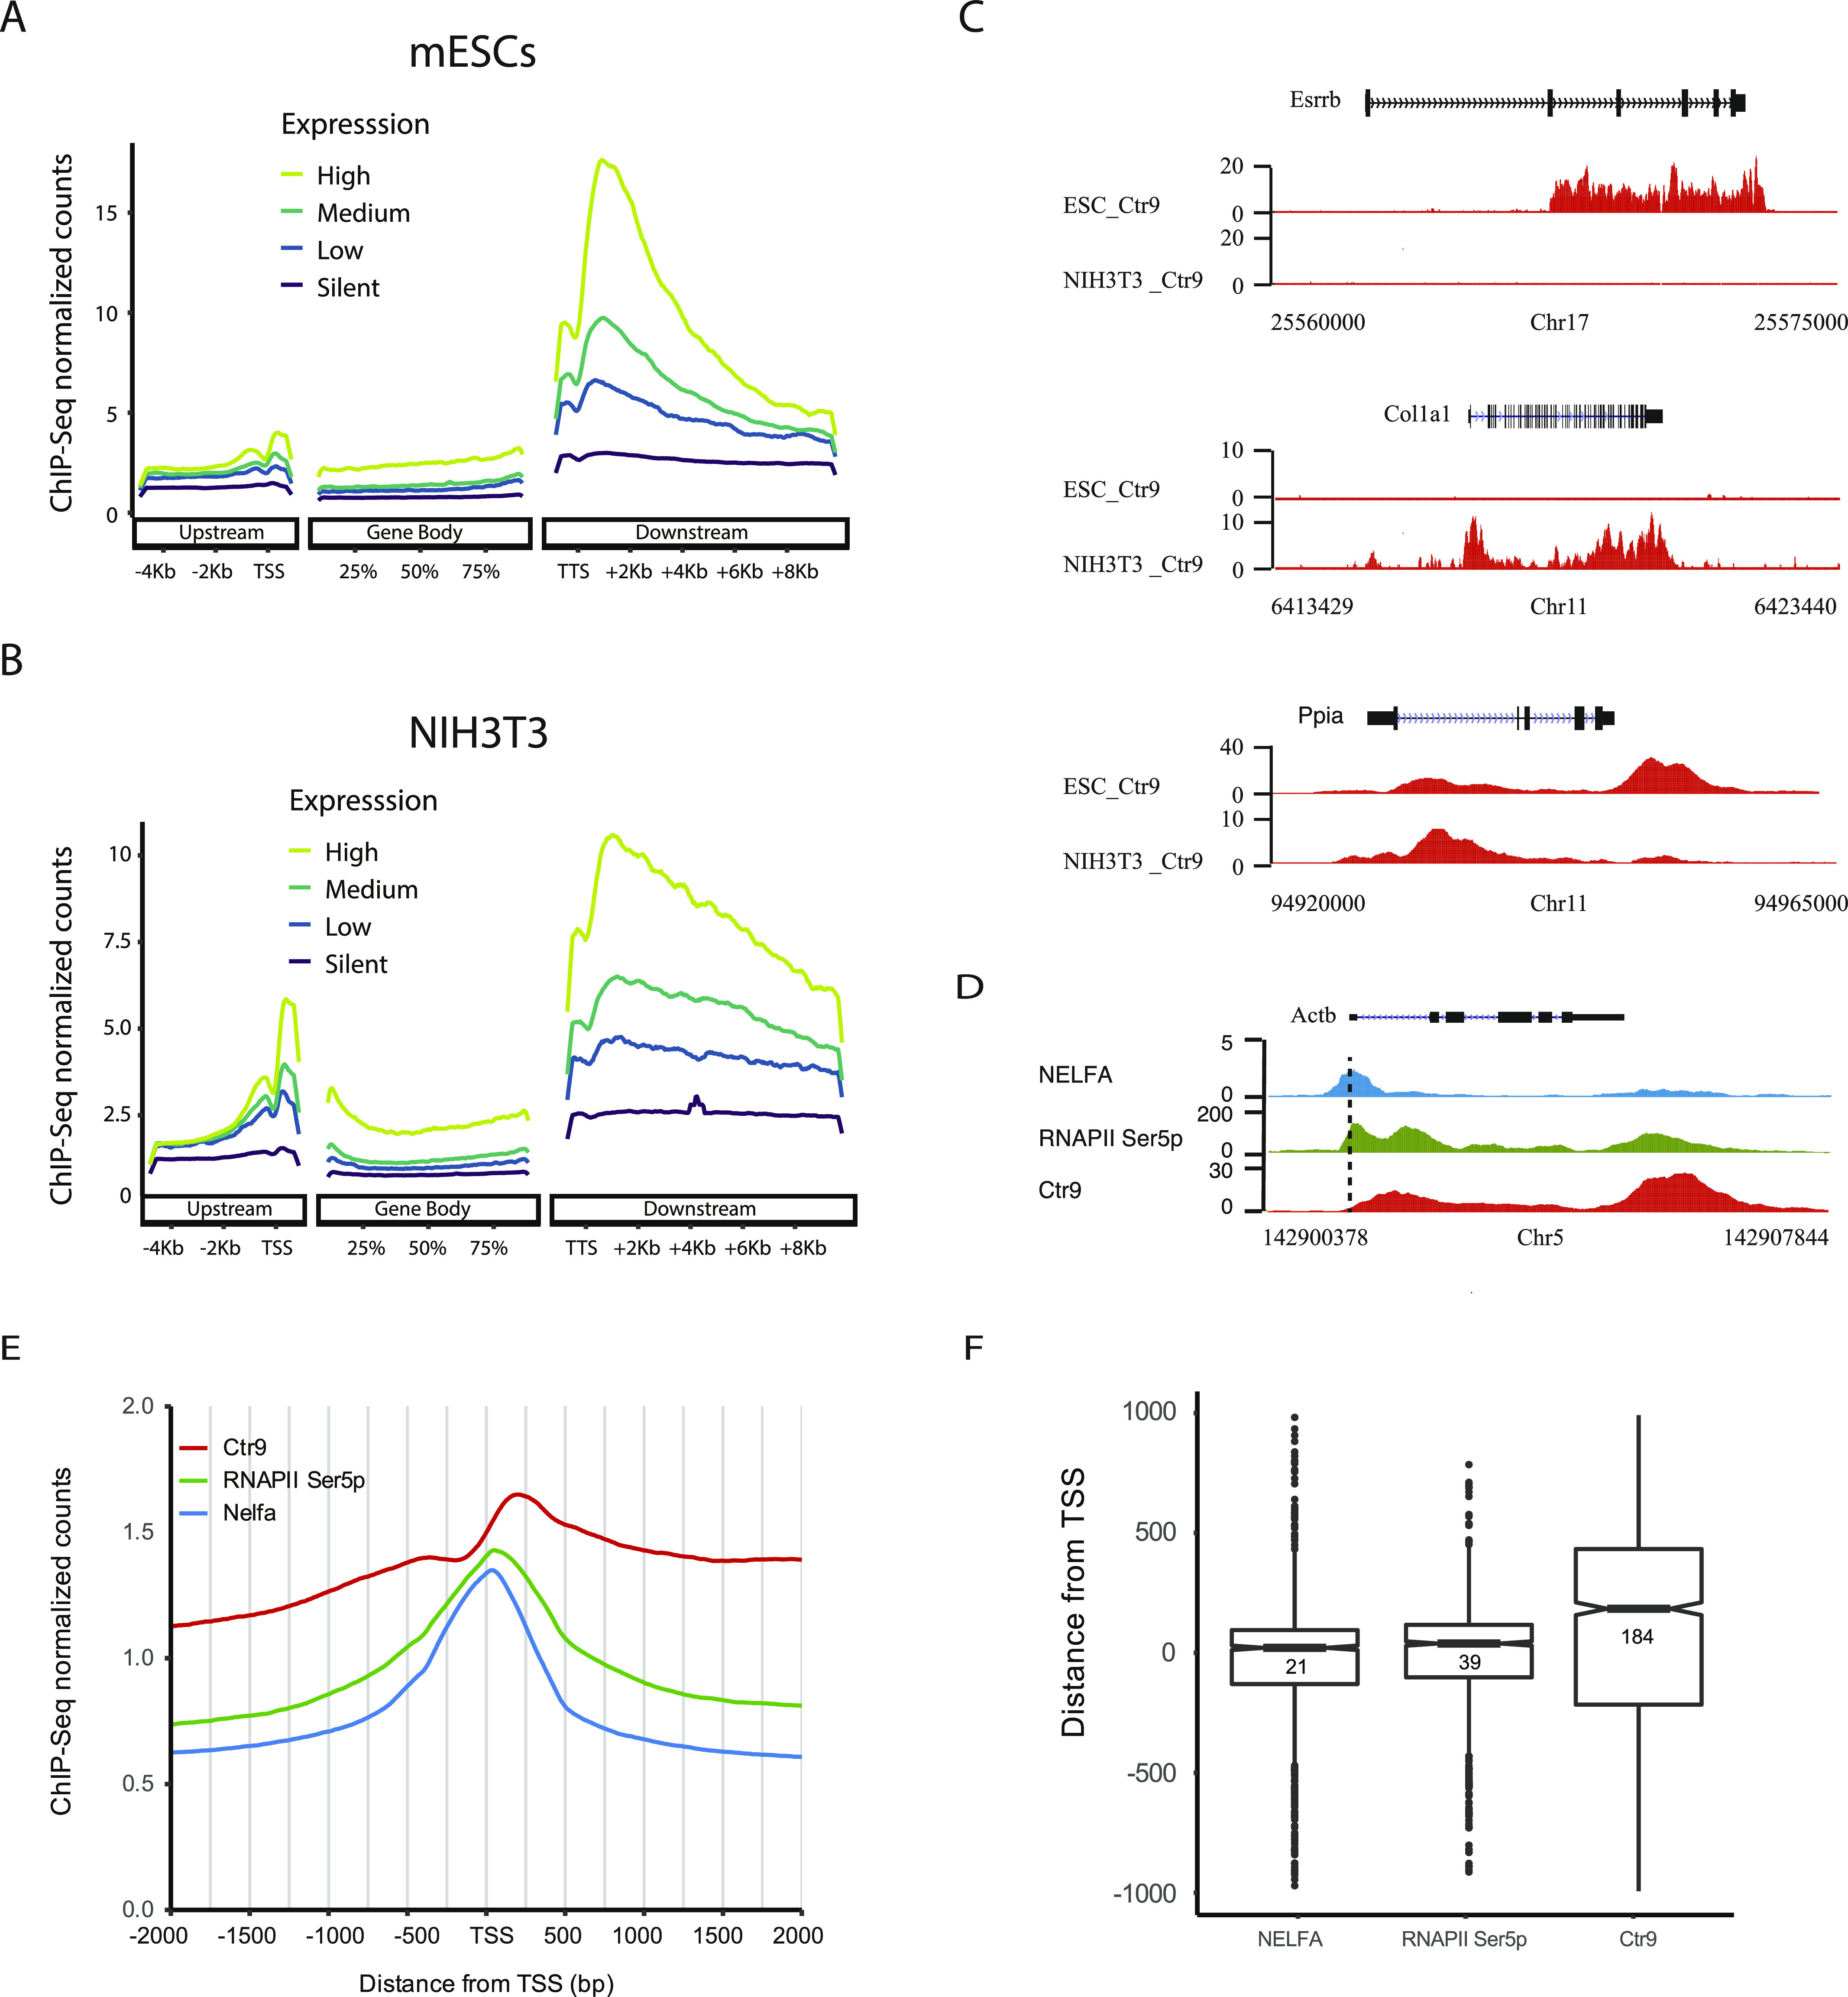
NELF, RNAPII Ser5p, and Paf1C occupancy at protein-coding genes. **(A, B)** Metagene analyses showing positive correlation between Ctr9 occupancy and gene expression levels in mouse embryonic stem cells (A) and NIH3T3 (B). Based on expression data (RNA-seq), genes were divided into high (top 25%), medium (25–75%), low (bottom 25%), and silent gene expression categories. Ctr9 binding intensities to the upstream, gene body, and downstream part of the gene of each category were calibrated. Each ChIP-Seq experiment was performed with a single sample. **(C)** Representative genome browser tracks of Ctr9 ChIP-seq in mouse embryonic stem cells (upper) and NIH3T3 cells (lower). The x-axis indicates the chromosome position, and the y-axis represents normalized read density in reads per million. *Esrrb* (Top panel) and *Col1a1* (middle) are shown for ESC and NIH3T3 cell specific binding, respectively, whereas *Ppia* (bottom) is shown as example for Ctr9 binding to both cell types. **(D)** NELFA (blue), RNAPII Ser5p (green), and Ctr9 (red) occupancy at the *Actb* gene. The x-axis indicates the chromosome position, and the y-axis represents normalized read density in reads per million. Note the shift of the Ctr9 peak with respect to the NELFA and RNAPII Ser5p peaks. The dotted black line marks the transcription start site (TSS) of the *Actb* gene. **(E)** Metagene profiles of ChIP-seq read coverages across 4-kb windows centered around the TSSs of all genes bound by Ctr9. The y-axis shows an average normalized read count scaled to 10 million reads. **(F)** Box plot of the binding positions of NELFA, RNAPII Ser5p and Ctr9 around the TSS region with peaks detected in ChIP-seq experiments. The y-axis shows distances in base pairs of peaks to the annotated TSS (calculated with the software Homer) (53).

### Occupancy of Ctr9 and NELF on protein-coding genes

Several recent studies have reported Paf1C as a key factor that regulates promoter-proximal pausing (14, 15, 26). However, possible roles that Paf1C might play to release RNAPII from the poised to the active state are still controversial. To determine how Paf1C regulates promoter-proximal pausing in relation to NELF (a four-subunit protein complex that negatively impacts transcription elongation by RNAPII) in mESCs, we GFP-tagged the NELF subunit NELFA (Fig S3) (21). 

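NELF is a protein complex that holds RNAPII back shortly after initiation, and Ser5p is a phosphorylation of the RNAPII tail found on initiating and paused polymerase. The NELFA list held 1980 peaks with a median width of 322 bps and a median fold enrichment of 4.97. In the RNAPII Ser5p list there were 4490 peaks with a median width of 414 bps and a median fold enrichment of 4.66. A −log10 q of at least 5 was reached by 85.4% of the NELFA and 79.7% of the RNAPII Ser5p peaks.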

Chromatin occupancy of NELFA and RNAPII Ser5p were determined by ChIP-seq using an anti-GFP antibody and an anti-RNAPII Ser5p antibody in NELFA-tagged mESCs. Results were then compared with the ChIP-seq results from the Ctr9 pull-down. We first inspected NELFA, RNAPII Ser5p and Ctr9 manually at several transcribed genes. Interestingly, for most of these genes, NELFA, RNAPII Ser5p and Ctr9 peaks did not perfectly overlap. 

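The offsets between summits were measured at the TSSs of Table S2, which lists 1481 transcripts with 960 distinct TSSs. Of its transcripts, 1467 were found in RefSeq on the same strand, and for 1393 of these (95.0%) the RefSeq TSS lies 2000 bps above the coordinate that the table prints. Therefore 2000 bps were added to each coordinate, a choice made after seeing the data. The nearest summit of each list within 1000 bps was then taken. At the 1105 listed TSSs with a summit of all 3 lists, the Ctr9 summit lay a median of 432 bps from the NELFA summit and 397 bps from the RNAPII Ser5p summit, whichever came first. NELFA and RNAPII Ser5p summits lay a median of 54 bps apart.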

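Of the NELFA summits, 76.3% (74.3% to 78.1%) lay within 1 kb of the start of a protein-coding gene, 50.3 times an even spread over the genome, and 38.0% (36.6% to 39.5%) of the RNAPII Ser5p summits did, 25.1 times an even spread. With each distinct TSS counted once, 688 had a summit of all 3 lists. The Ctr9 summit nearest to the TSS lay downstream of the NELFA summit at 398 of these (57.8%, 54.1% to 61.6%), with a median signed offset of 115 bps. It was downstream of the RNAPII Ser5p summit at 394 of them (57.3%, 53.5% to 61.0%), with a median signed offset of 96.5 bps.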

Whereas the NELFA and RNAPII Ser5p peaks localized around the TSS, Ctr9 peaks summited slightly downstream. For instance, the peaks of NELFA and RNAPII Ser5p at the *Actb* gene summited around the TSS, whereas little Ctr9 binding was observed at this region. However, along with the decrease in NELFA and RNAPII Ser5p, Ctr9 reads accumulated progressively (Fig 1D). This suggests that Paf1C, NELFA and RNAPII Ser5p do not co-occupy the same sequence at the TSS of protein-coding genes. Indeed, a metagene profile analysis confirmed that NELFA was specifically enriched close to TSS regions (21 bps downstream of TSSs on average), whereas Ctr9 was barely detectable at this position (Fig 1E and F and Table S2), arguing against the proposal that Paf1C and NELFA co-bind to RNAPII to establish promoter-proximal pausing (14, 18).

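Actb (ENSMUSG00000029580) lies on the minus strand of chromosome 5 from 142903115 to 142906754. Its strongest NELFA peak had its summit 75 bps and its strongest RNAPII Ser5p peak 63 bps downstream of the gene start, with fold enrichments of 13.1 and 19.2. The strongest Ctr9 peak, with a fold enrichment of 33.1, reached from 142898786 to 142906745, and its summit lay 4410 bps downstream of the gene start, past the end of the gene.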

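The nearest NELFA summit lay a median of 20 bps downstream of the TSS (95% bootstrap interval over TSSs, 6 to 32), over 1475 listed TSSs with a summit within 1000 bps. The list repeats a TSS that several transcripts share, so this interval may be too narrow. With each distinct TSS counted once, the median was 23 bps. The mean in place of the median gave −31.9 bps, the alternative set in advance that moved this distance most. NELFA summits lay within 100 bps of the TSS at 675 listed TSSs (45.8%), and Ctr9 summits at 64 of the 1127 with one in the window (5.68%). At 354 listed TSSs there was no Ctr9 summit within 1000 bps.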

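The table gives for each RefSeq transcript a TSS coordinate and the distance of the Ctr9, NELFA and RNAPII Ser5p summits from that TSS, with negative values upstream. Over its 1481 lines, the paper's distances have medians of 184 bps for Ctr9, 21 bps for NELFA and 39 bps for RNAPII Ser5p. Their means are 113 bps for Ctr9, −28.0 bps for NELFA and −6.39 bps for RNAPII Ser5p. Computed from the deposited peaks at the same TSSs, Ctr9 summits lay upstream in 44.1% of cases, or 42.5% (38.8% to 46.2%) with each distinct TSS counted once, and the paper's distance is negative for 34.6% of its lines.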

Table S2 Distance of Ctr9, Nelfa and RNAPII Ser5P occupancy around transcription start site of protein-coding genes in mouse embryonic stem cells.

**Figure S3.**
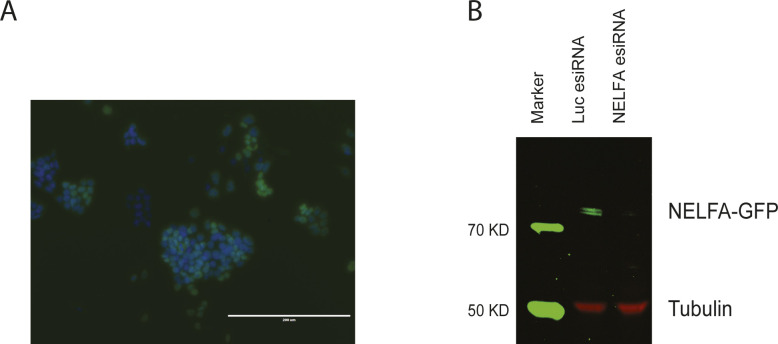
GFP tagging of NELFA in mES cells. **(A)** Cellular localization of LAP (Localization and Affinity Purification) tagged NELFA protein in mouse embryonic stem cells (Poser et al, 2008). NELFA-GFP fusion protein was stained in green by using an anti-GFP antibody. The cell nucleus was stained by DAPI in blue. Note the nuclear localization of the NELFA-GFP fusion protein. **(B)** esiRNA knockdown of NELFA. Mouse embryonic stem cells expressing NELFA-GFP were transfected with esiRNAs targeting NELFA. Non-targeting esiRNA (Luc esiRNA) served as control. Anti-GFP antibody was used to visualize the fusion protein at around 85 kD (green channel), and anti-tubulin antibody was used to detect tubulin (50 kD, red channel) as the loading control. Specific depletion of NELFA-GFP fusion protein is seen in the NELFA knockdown sample. Source data are available for this figure.

Inspection of RNAPII Ser5p peaks revealed that they accumulated downstream of NELFA (39 bps downstream TSSs), suggesting that after initiation, RNAPII is paused at the proximal promoters by NELF. 

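The nearest RNAPII Ser5p summit lay a median of 29.5 bps downstream of the TSS (17 to 45) over 1442 listed TSSs. With each distinct TSS counted once, the median was 36 bps, and the interval over listed TSSs may be too narrow. Where all 3 lists had a summit, the RNAPII Ser5p summit was downstream of the NELFA summit at 379 distinct TSSs (55.1%, 51.3% to 58.8%). The median signed offset there was 7.5 bps. RNAPII Ser5p summits fell within 100 bps of the TSS in 41.8% of cases.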

With the decrease in NELFA and RNAPII Ser5p, Ctr9 piled up and reached its maximum level around 145 bps downstream of the RNAPII Ser5p peaks (184 bps downstream of the TSS) (Fig 1E and F). These data suggest that the switch from transcription initiation (with NELFA and RNAPII Ser5p occupancies) to transcription elongation (with Paf1C occupancy) happen around +1 nucleosome (146 bps) downstream of the RNAPII promoter-proximal pausing sites, consistent with a previous report showing that the general elongation complex is established within a narrow window of 150 bps downstream of the TSS (27).

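The nearest Ctr9 summit lay a median of 129 bps downstream of the TSS (42 to 183), and the middle 50% of the distances reached from −465 to 467 bps. The interval of the median is over listed TSSs, some of them repeated, and may be too narrow. With each distinct TSS counted once, the median was 142 bps. The mean distance over the listed TSSs was 25.4 bps.

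**Figure D2:**
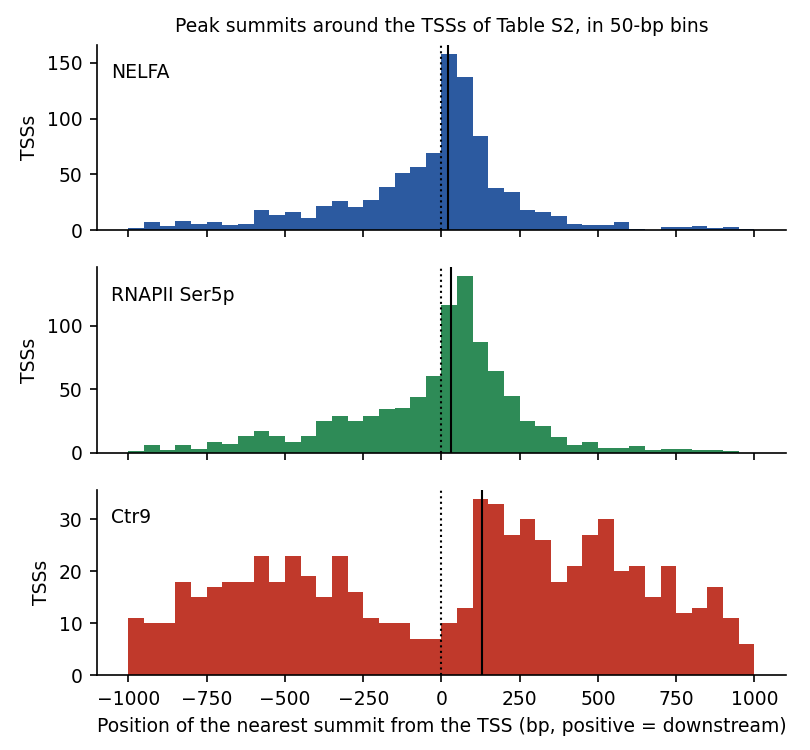
Number of distinct TSSs of Table S2 (y-axis) by the distance of the nearest NELFA, RNAPII Ser5p or Ctr9 summit from the TSS (x-axis, bps, in bins of 50 bps), with solid lines at the medians over all listed transcripts and dotted lines at the TSS. NELFA and RNAPII Ser5p have their medians at 20 and 29.5 bps, and Ctr9 summits spread over both sides with a median of 129 bps.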

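Counted once per distinct TSS, the nearest Ctr9 summit was downstream at 405 TSSs, with a median of 428 bps, and upstream at 299, with a median of −532 bps. With the coordinate of Table S2 as printed, an alternative chosen after seeing the data, the median Ctr9 distance over the listed TSSs was −3 bps. From the order of NELFA, RNAPII Ser5p and Ctr9, the paper proposes that initiation gives way to elongation around the first nucleosome after the pausing site.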

### Ctr9 is enriched at super enhancers in mESCs and marks active enhancers

The genome-wide ChIP-seq analysis revealed that ∼24% of the binding sites for Ctr9 were found in intergenic regions (Fig S2A and B). To investigate possible roles of Paf1C at these positions, we compared the binding sites with previously published ChIP-Seq data for various transcription factors and chromatin modifications. Strikingly, we observed a strong overlap of the Ctr9 binding sites with binding sites for H3K27ac, and to a lesser extend also to H3K4me1 (Table S3), two histone modifications that have been shown to mark enhancers in mammalian cells (28). 

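H3K27ac, an acetylation of histone H3 found at active enhancers and promoters, was profiled by 1 ChIP-seq library of mESCs, which is used here. The paper compares Ctr9 with previously published data at this point and lists an H3K27ac antibody in its Methods, so it is not known whether this library is the one behind Fig 2 and Table S3. The list held 19417 peaks with a median width of 412 bps, of which 112 lie on sequences outside the assembled chromosomes. Of the Ctr9 peaks on assembled chromosomes, 4159 (9.30%, 9.03% to 9.57%) overlapped an H3K27ac peak by at least 1 bp. When the H3K27ac peaks were placed at random on the same chromosomes 100 times, assembly gaps included, the mean was 388 and the highest count 430. Among the 10001 Ctr9 peaks away from protein-coding genes, 1065 (10.6%, 10.1% to 11.3%) overlapped H3K27ac, against a random mean of 91.1. With the Ctr9 summit required to lie inside the H3K27ac peak, an alternative chosen after seeing the data, the share over all Ctr9 peaks was 6.47%. H3K4me1 was not analysed here.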

The overlap was particularly strong at so called super enhancers (SEs), a small portion of enhancers with unusually strong enrichment for binding of transcriptional coactivators (29, 30). For instance, Ctr9 peaks overlapped with H3K27ac and H3K4me1, and were enriched on the annotated *Oct4* enhancers (Fig 2A) (31). Hence, similar to cancer cell lines (16), Paf1C binds to enhancer sequences in mESCs. 

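A total of 811 Ctr9 peaks overlapped an SE, and 321 of these (39.6%, 36.2% to 43.0%) also overlapped an H3K27ac peak. Away from protein-coding genes lay 390 of the Ctr9 peaks on SEs.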

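The SE listed next to Pou5f1 lies on chromosome 17 from 35502266 to 35505490 and ends 528 bps before the gene start. It met 2 Ctr9 peaks, with fold enrichments of 6.72 and 7.84, and the summit of 1 of them lay inside the SE. The SE also met 2 H3K27ac peaks, with fold enrichments of 2.83 and 3.20, and 1 NELFA peak with 4.27. NIH3T3 cells had no Ctr9 peak at this locus.

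**Figure D3:**
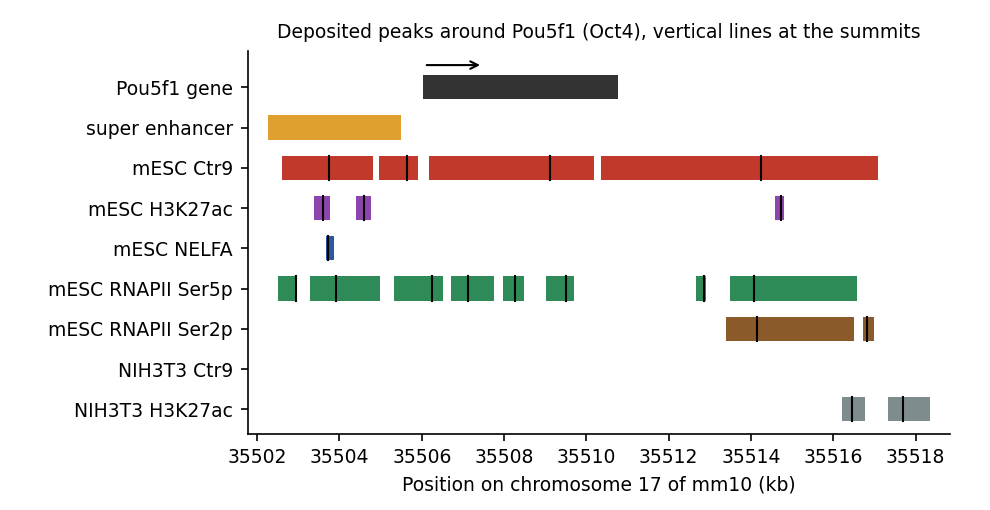
Peaks of 7 ChIP-seq lists around Pou5f1 on chromosome 17 of mm10 (x-axis, kb), 1 row per list (y-axis), with the gene and the annotated SE. Boxes are drawn to scale from the peak coordinates and vertical lines mark the summits. The SE from 35502266 to 35505490 meets 2 Ctr9 peaks and 2 H3K27ac peaks in mESCs.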

To gain a systematic overview of Paf1C binding to enhancers, we analyzed Ctr9 occupancy on the 231 described SEs and on 8,563 typical enhancers (TEs) in mESCs (29). 

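Occupancy was counted over the 231 SEs as the Methods describe, by an overlap of at least 1 bp with a peak. Ctr9 peaks met 176 SEs (76.2%, 70.2% to 81.5%). When intervals of the same lengths were placed at random on the same chromosomes, assembly gaps included, in 1000 draws, a mean of 15.3 and at most 27 of them met a Ctr9 peak. The 5 SEs that met the Ctr9 peaks of highest fold enrichment are listed next to Mir290a (52.3), Mybl2 (31.3), Fgf4 (30.2), Agtrap (30.0) and Neat1 (27.4). This fold enrichment is that of the peak summit, which lies inside the SE for Neat1 and outside it for the other 4. With the peak summit required to lie inside the SE, the alternative that moved the count most, 160 SEs were bound. For the TEs, the lines of Table S3 used here number 1767, and no occupancy was computed from them.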

72% SEs and 7% TEs were bound by Ctr9, suggesting that Ctr9 binding was more prominent on SEs than on TEs (Table S3) (29, 30). Furthermore, Ctr9 occupancy density on SEs was significantly higher (2.7 folds higher, *P* < 2.2 × 10^−16^) than on TEs (Fig 2B).

Table S3 H3K4me1 and H3k27ac modifications and Ctr9 occupancy at super enhancers and typical enhancers in mouse embryonic stem cells.

**Figure 2.**
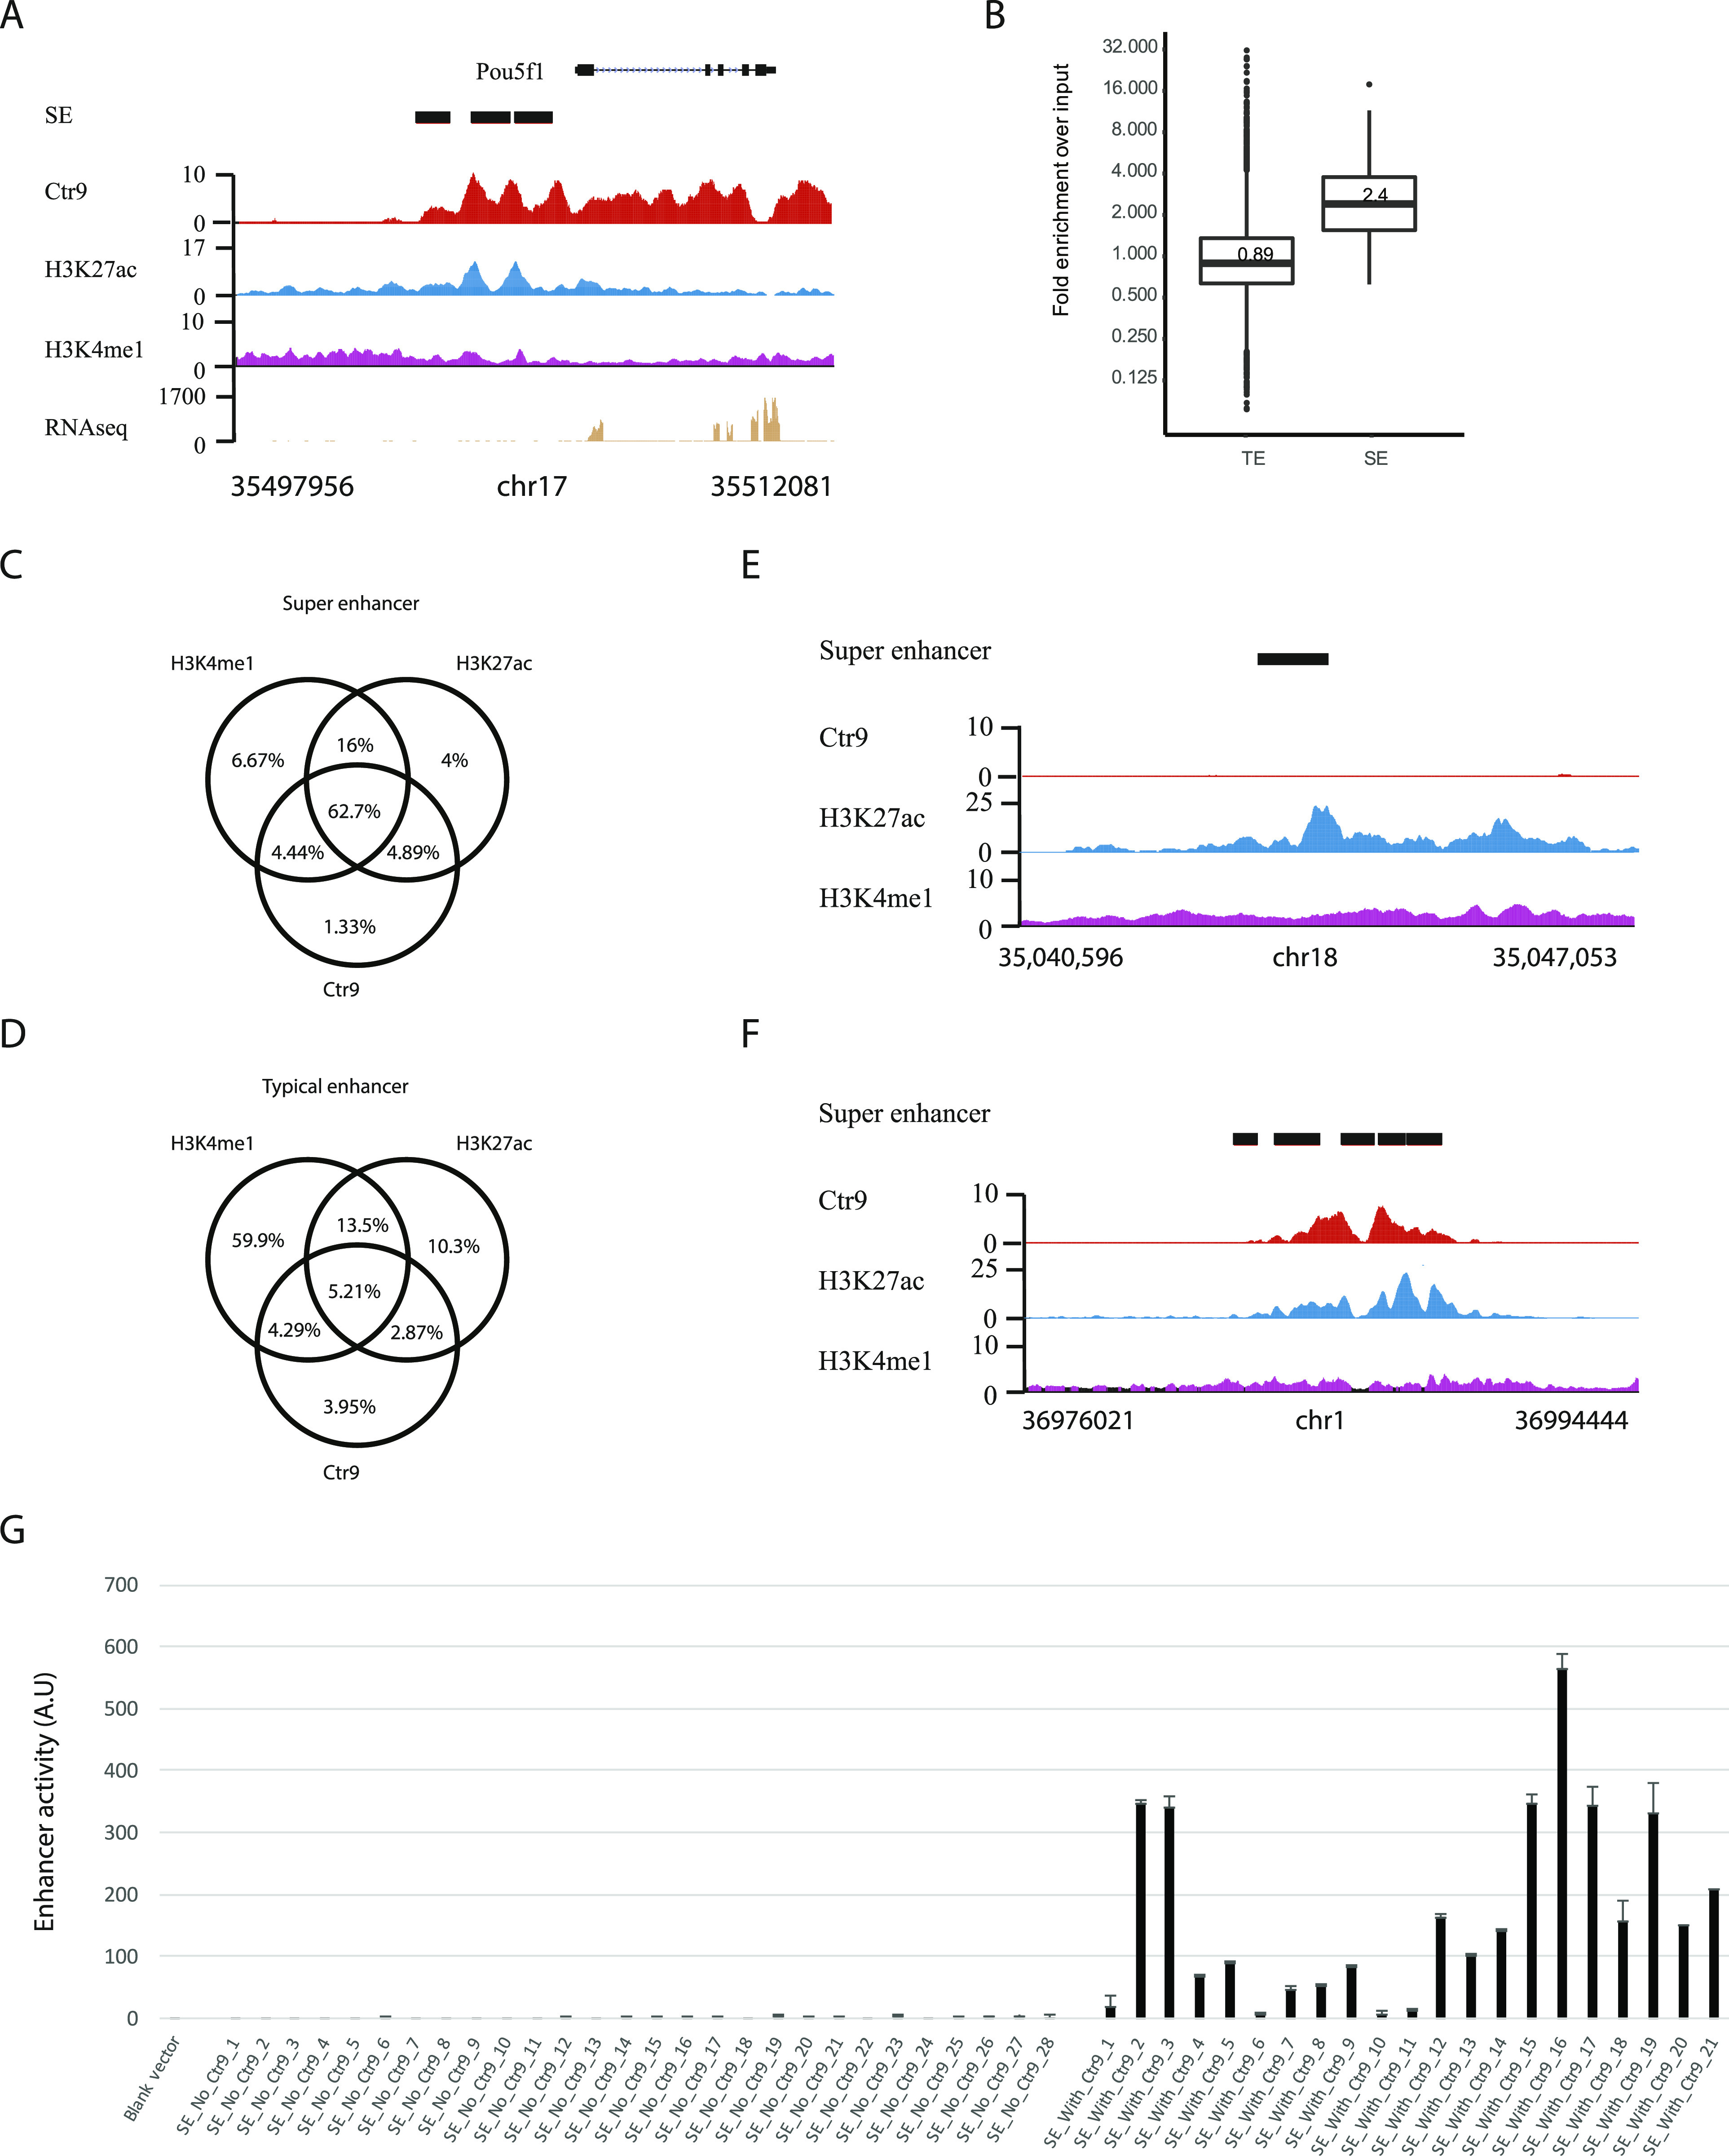
Paf1C is enriched at enhancers, and correlates with enhancer activities. **(A)** Genome browser tracks of ChIP-seq results obtained for Ctr9, H3K27ac, and H3K4me1, and RNA-seq results in the vicinity of the *Pou5f1* (*Oct4*) gene in mES cells. The x-axis indicates the chromosome position, and the y-axis represents normalized read density in reads per million. Black boxes indicate annotated *Pou5f1* enhancers. Each ChIP-Seq experiment was performed with a single sample. **(B)** Box plots of Ctr9 binding densities on typical enhancers (TEs) and super enhancers (SEs). Significantly higher levels of Ctr9 binding was measured comparing SEs with TEs. *P*-value < 2.2 × 10^−16^ according to Wilcoxon rank sum test (SEs versus TEs). **(C)** Venn diagram analysis of H3K27ac, H3K4me1, Ctr9 occupancy on SEs. The numbers represent the percentages of SEs with corresponding histone modifications, and/or Ctr9 binding. **(D)** Venn diagram analysis of H3K27ac, H3K4me1, Ctr9 occupancy on TEs. The numbers represent the percentages of TEs with corresponding histone modifications, and/or Ctr9 binding. **(E, F)** Representative genome browser tracks for Ctr9, H3K27ac, and H3K4me1 at SEs without Ctr9 binding (E), or with Ctr9 binding (F). The x-axis indicates the chromosome position, and the y-axis represents normalized read density in reads per million. Black boxes indicate the annotated SEs. **(G)** Experimental evaluation of SE activities. Indicated DNA elements were tested to drive expression of the firefly luciferase gene. The y-axis shows the luciferase measurements in A.U. The values are normalized to samples transfected with the empty reporter vector. The pRL-SV40 plasmid was used as transfection efficiency control. Data are presented as the mean ± SD from three independent experiments. Error bars depict SD.

SEs associate with many biological processes, which define cell identity, and exhibit strong cell type specificity (30). We therefore decided to inspect Ctr9 binding at intergenic regions in NIH3T3 cells, and compared the data with that in mESCs. Indeed, our analysis revealed substantial differences of Ctr9 binding between mESCs and NIH3T3 cells. Consistent with a specific enhancer function only in mESC, 131 SEs (57%) were uniquely bound by Ctr9 in these cells, with many of these SEs found in the vicinity of well-known pluripotency genes, including *Oct4*, *Nanog*, *Sox2*, *Esrrb*, and *Tbx3*. In contrast, only 35 of the mESC SEs (15%) were also bound by Ctr9 in NIH3T3 cells (Table S4). Many of these common Ctr9-bound SEs were found in the vicinity of genes regulating fundamental biological processes, such as metabolism (*Dusp1*, *Uck2*, *Elovl6*, and *Sgk1*), transportation (*Slc6a6* and *Ssr2*), scaffold (*Mesd* and *Spry2*), stress response (*Nfkbia* and *Gadd45a*), and RNA processing (*Gbx2* and *Gtf3c6*), suggesting that these SEs serve a similar function in mESCs and NIH3T3 cells.

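A Ctr9 peak in mESCs and none in NIH3T3 cells was found on 151 SEs (65.4%, 58.8% to 71.5%). Of the 5 named genes, Pou5f1, Nanog, Sox2 and Tbx3 were found as the listed neighbor of at least 1 SE, and their 7 SEs all met a Ctr9 peak in mESCs. For 6 SEs the listed transcript had no gene symbol in RefSeq, and 2 of these lie on the body of Esrrb, on chromosome 12 from 86466096 to 86479369 and from 86498435 to 86505242. They met 1 and 3 Ctr9 peaks in mESCs, with a strongest fold enrichment of 12.6, and none in NIH3T3 cells. The SEs next to Sox2, at 34645982 to 34654589 and 34734765 to 34761783 on chromosome 3, met 3 Ctr9 peaks each. One of the SEs next to Tbx3, on chromosome 5 from 119679583 to 119721473, also met 2 Ctr9 peaks of NIH3T3 cells, with a strongest fold enrichment of 4.97. This SE overlaps the end of the Tbx3 gene, which reaches to 119684724. The stronger of these NIH3T3 peaks has its summit at 119684476, inside the gene. Tbx3 had a TPM of 38.7 in mESCs and 10.1 in NIH3T3 cells.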

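Ctr9 peaks of both cell types were found on 25 SEs (10.8%, 7.13% to 15.6%), and no SE had a Ctr9 peak in NIH3T3 cells alone. Random intervals of the same lengths met a Ctr9 peak of NIH3T3 cells 8.49 times on average and at most 20 times.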

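Of the 12 named genes, 6 had an SE with Ctr9 peaks in both cell types, namely Dusp1, Uck2, Mesd, Spry2, Nfkbia and Gtf3c6. Elovl6, Sgk1, Slc6a6, Ssr2, Gadd45a and Gbx2 each had 1 SE with Ctr9 peaks in mESCs and no SE with Ctr9 peaks in NIH3T3 cells, and a further SE next to Sgk1 had none in either. On the SE next to Dusp1 (chromosome 17 from 26494776 to 26511744), the strongest Ctr9 peak had a fold enrichment of 7.12 in mESCs and 11.2 in NIH3T3 cells. The genes next to the SEs bound in both cell types had a median TPM of 28.3 in NIH3T3 cells, and those next to SEs bound in mESCs only had 4.53. The SEs listed next to Nfkbia and Mesd contain the whole gene, so Ctr9 on the gene itself counts there. From the genes near the common SEs, the paper proposes that these SEs serve a similar function in both cell types.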

Table S4 NELF, RNAPII Ser2p, RNAPII Ser5p occupancy, and enhancer RNAs expression at super enhancers in mouse embryonic stem cells.

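Table S4 gives, for each SE, its mm10 coordinates, the RefSeq transcript of the neighboring gene and a yes or no for Ctr9 in each cell type, NELFA, RNAPII Ser5p, RNAPII Ser2p and eRNA. A gene symbol was found in RefSeq for 225 of the neighboring transcripts. The SEs have a median length of 8667 bps, from 553 to 50163 bps. The table marks 166 SEs as bound by Ctr9 in mESCs, and all of them had a deposited Ctr9 peak. It marks 36 for Ctr9 in NIH3T3 cells, of which 17 had a deposited peak, and 194 for RNAPII Ser5p, of which 136 had one.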

H3K4me1 is thought to mark active enhancers, and more prominently poised enhancers, whereas H3K27ac is believed to mark active enhancers only (28). To determine how Paf1C regulates enhancers in relation to histone modifications, we analyzed the overlap of Ctr9 with H3K27ac, and H3K4me1 on the annotated SEs and TEs (Fig 2C and D) (32). Both H3K4me1 and H3K27ac marks were highly enriched on SEs, with 90% and 88% of the SEs carrying the modifications, respectively. In contrast, 83% and 31% of the TEs were found to carry the H3K4me1 and H3K27ac modifications respectively, suggesting that most TEs are poised enhancers (H3K4me1+/H3K27ac−). 

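H3K27ac peaks met 200 of the SEs (86.6%, 81.5% to 90.7%), against a mean of 13.7 and at most 27 for random intervals.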

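Among SEs with a Ctr9 peak, 162 (92.0%, 87.0% to 95.6%) also had an H3K27ac peak. The 55 SEs without Ctr9 had one in 38 cases (69.1%, 55.2% to 80.9%). When the Ctr9 label was shuffled 10000 times among SEs of similar length, 3 shuffles gave an overlap as high. Among SEs of at least the median length, 97.9% of those with Ctr9 carried H3K27ac, and among shorter ones 85.4%. The difference between those with and without Ctr9 was 38.8 percentage points (20.3 to 59.2) for the longer SEs. For the shorter SEs it was 9.61 percentage points, with an interval from −5.07 to 27.5 that includes 0. The SE in Fig 2F, next to Tmem131 on chromosome 1 from 36982294 to 36988566, had 3 Ctr9 peaks and 3 H3K27ac peaks. On the SE in Fig 2E, next to Ctnna1 on chromosome 18 from 35043059 to 35043800, neither list had a peak.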

Interestingly, almost all Ctr9-bound SEs and TEs carried H3K27ac modification, suggesting that Ctr9 predominantly associates with active enhancers (Fig 2C and D and Table S3).

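Peaks were counted on the cloned fragments by an overlap of at least 1 bp. Of the 21 fragments from SEs with Ctr9, 19 met a Ctr9 peak in mESCs, and the 2 without one share a region next to Inhbb, a gene named after its values were seen. Some of these fragments overlap each other, so that they cover 16 distinct regions. None of the 28 fragments from SEs without Ctr9 met a Ctr9 peak. With fragments extended by 1 kb on each side, all 21 of the first group and 0 of the second met one.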

To functionally investigate the two categories of SEs, those with Ctr9 binding (SE/Ctr9+) and those without Ctr9 binding (SE/Ctr9−), we cloned 21 randomly selected SEs with Ctr9 binding and 28 SEs without Ctr9 binding into a plasmid that reports enhancer activity when transfected into mammalian cells. Importantly, this assay has previously demonstrated to faithfully reflect in vivo enhancer activity (33, 34). 

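Among the cloned fragments, 17 of those from SEs with Ctr9 and 9 of those from SEs without Ctr9 met an H3K27ac peak in mESCs. The fold enrichment of the strongest H3K27ac peak reached 9.65 on the fragment next to Gtf3c6 in the first group and 4.90 in the second, on the fragment next to Cemip2, a gene named after its values were seen. With fragments extended by 1 kb on each side, the second count was also 9. Counted over the whole SE that each fragment lies on, an alternative chosen after seeing the data, it was 16 of the fragments, or 13 of 22 distinct SEs. RNAPII Ser5p peaks met 17 fragments with Ctr9 and none without, and a peak of no list was found on 19 fragments without Ctr9. The luciferase values were not analysed here.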

The Dual-Luciferase reporter assays revealed that although all tested SEs possessed H3K27ac marks, the ones without Ctr9 binding (SE/Ctr9−) were inactive or far less active than those with Ctr9 binding (SE/Ctr9+) (*P* < 4.89 × 10^−7^), suggesting that more active enhancers are bound by Ctr9 (Fig 2G and Table S5). Thus, Ctr9 occupancy may help to nominate the most active enhancers from poised/inactive enhancers, more reliably than H3K27ac marks alone.

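This table lists, for each fragment tested in Fig 2G, its name, its mm10 coordinates and the pair of primers used to amplify it from genomic DNA. All 49 fragments lie on an SE of Table S4. Each fragment name says with Ctr9 or without Ctr9.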

Table S5 Regions of super enhancers with/without Ctr9 occupancy, and primers for luciferase reporter plasmid cloning for Fig 2G.

### Ctr9 binding correlates with RNAPII Ser5p, Ser2p, and NELFA at SEs

The Ctr9 occupancy at active enhancers encouraged us to check whether other components of the transcription apparatus associate with Paf1C to regulate enhancer activities on these sites. We first analyzed NELFA enrichment at SEs. 

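NELFA peaks met 50 of all SEs (21.6%, 16.5% to 27.5%), against a mean of 1.93 and at most 8 for random intervals. Of these SEs, 49 also had a Ctr9 peak, which is 27.8% (21.4% to 35.1%) of the SEs with Ctr9. Among SEs without Ctr9, 1 had a NELFA peak (1.82%). None of the 10000 shuffles of the Ctr9 label among SEs of similar length gave as many SEs with both. Table S4, which holds the paper's calls, marks 120 SEs for NELFA, of which 45 had a deposited NELFA peak.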

119 NELFA binding sites were detected for the 166 SEs (71%) that showed Ctr9 binding, suggesting that most active SEs are regulated by both Paf1C and NELF complexes (Figs 3A and S5A and Table S4). The distance between NELFA and Ctr9 peaks on SEs (465 bps) were significantly larger than that on the protein-coding genes (163 bps), suggesting that enhancer (e)RNA transcription may be orchestrated in a different way than protein-coding genes (Fig 3B). 

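Inside SEs lay 60 NELFA summits, and 52 of them had a Ctr9 summit within 2000 bps. The median distance to the nearest one was 456 bps (95% bootstrap interval, 336 to 628). At the TSSs of Table S2 outside SEs, 592 of 676 NELFA summits had a Ctr9 summit within that limit, at a median of 475 bps (431 to 511). The difference of −19 bps was reached or passed, in either direction, by 80.9% of 10000 shuffles of the SE and TSS labels. It was 12.0 bps with means and 38 bps (−113.5 to 261) with a −log10 q of at least 5 required. Within 1000 bps it was −33.5 bps (−144 to 89.0), and without a limit −6.5 bps (−147.5 to 221.5), so that its sign is not settled. From the larger distance it reports on SEs, the paper proposes that eRNA transcription may be orchestrated in another way than that of protein-coding genes.

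**Figure D4:**
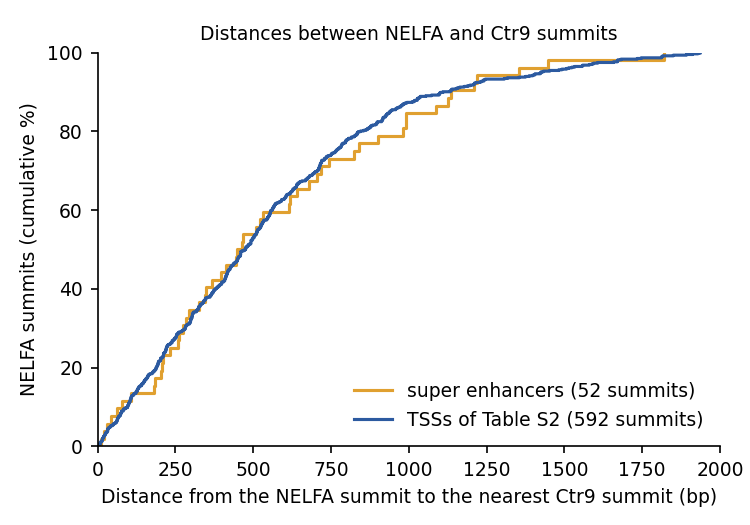
Cumulative share (y-axis, percent) of NELFA summits by the distance to the nearest Ctr9 summit (x-axis, bps, up to 2000) for 52 summits on SEs and 592 at TSSs outside SEs. Both curves lie close together, with medians of 456 and 475 bps.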

Interestingly, on most SEs, NELFA and Ctr9 binding exhibited unilateral patterns, suggesting that eRNAs transcription predominantly proceeds into one direction (1D eRNAs; Fig 3C) (8). However, for a few SEs, we observed that one NELFA peak was flanked by two Ctr9 peaks, indicating that eRNA transcription may proceed to both directions as proposed for 2D eRNAs at these enhancers (9) (Fig 3D).

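Within 1000 bps of the NELFA summit, Ctr9 summits lay on a single side for 32 of the 60 summits on SEs (53.3%), and no Ctr9 summit was found for 16. At TSSs outside SEs, a single side was seen for 438 of the NELFA summits (64.8%). The SE in Fig 3C, next to Ier2 on chromosome 8 from 84650173 to 84650744, met 1 NELFA peak with its summit at 84650540 and 1 Ctr9 peak with its summit at 84651675. These summits lie 1135 bps apart, beyond the 1000 bps used above, so this pair does not enter that count.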

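Ctr9 summits on both sides of the NELFA summit were found for 12 of the summits on SEs (20.0%) and for 79 of those at TSSs (11.7%). On SEs, 32 summits had Ctr9 on a single side. The window decides which count is larger, as single and both sides gave 26 and 2 within 500 bps, but 25 and 27 within 2000 bps. The SE in Fig 3D, next to Nanog on chromosome 6 from 122690100 to 122707853, met 1 NELFA peak and 5 Ctr9 peaks.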

**Figure 3.**
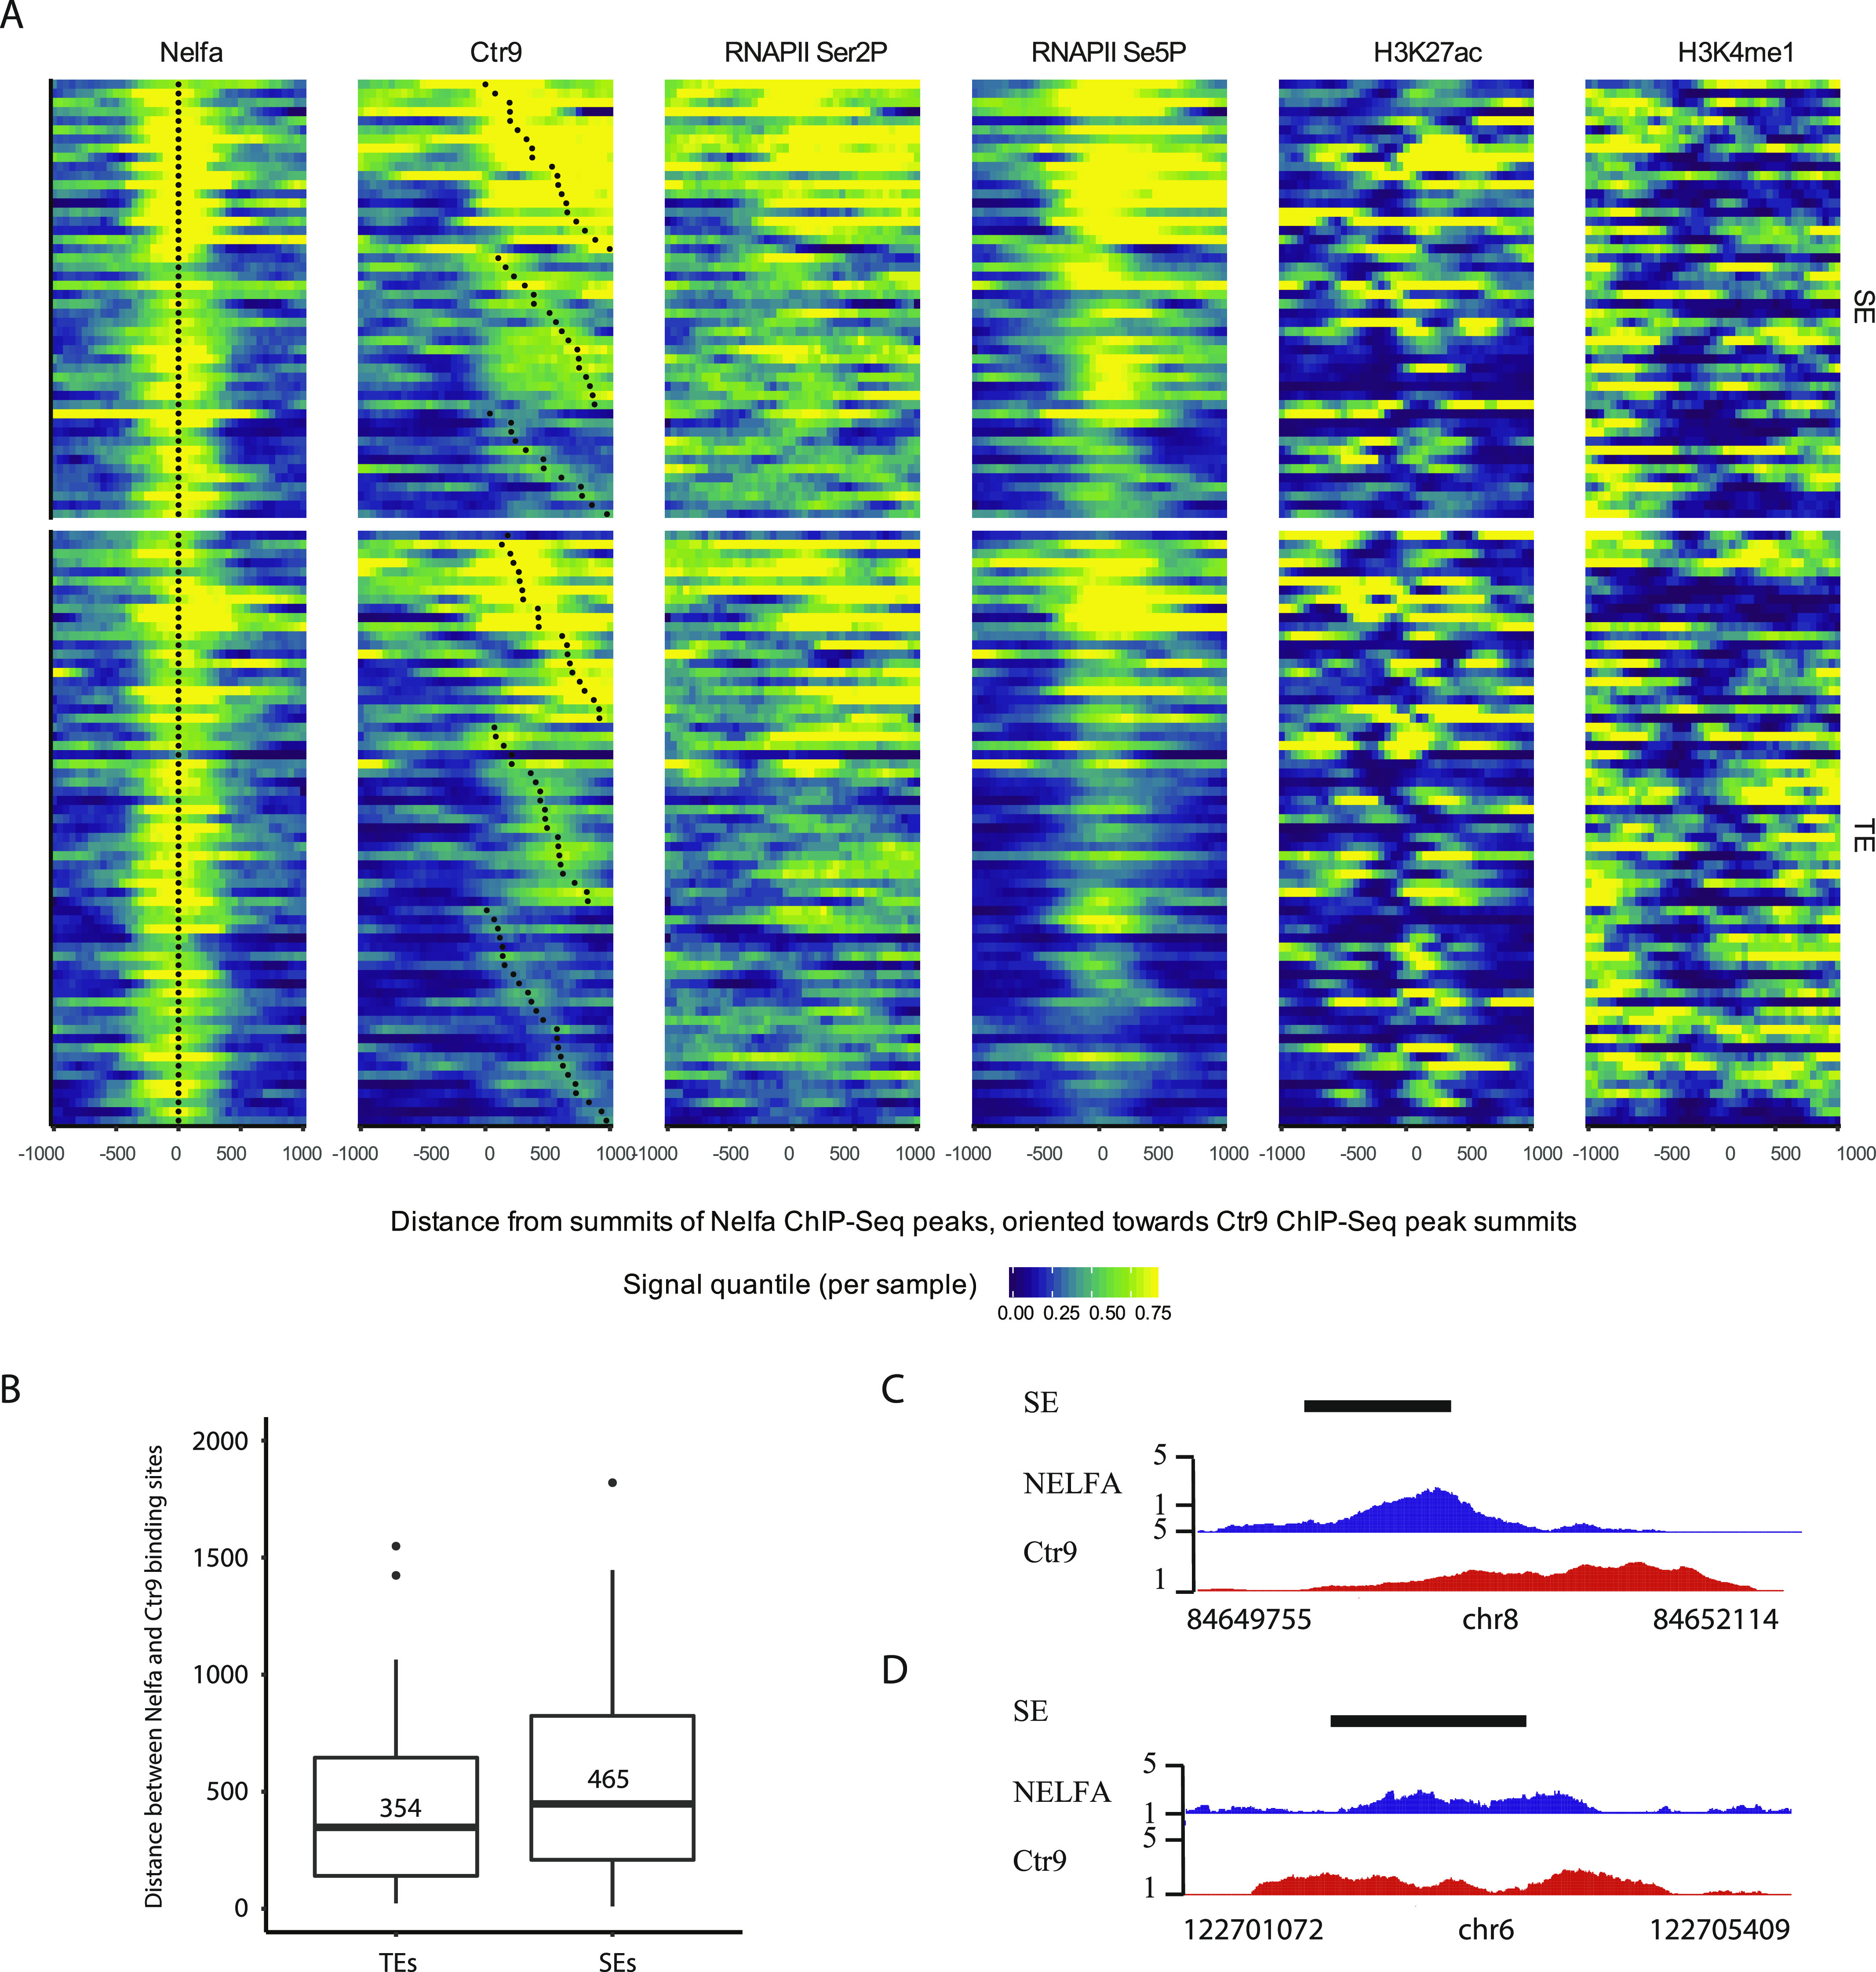
Occupancy of NELFA and Ctr9 at enhancers. **(A)** Heat maps showing ChIP-Seq occupancy patterns of NELFA, Ctr9, RNAPII Ser2P, RNAPII Ser5P, H3K27ac, and H3K4me1 at enhancers that are bound by NELFA. Color-coding is based on quantile-normalized read coverage signals, with yellow indicating stronger binding. Black dots covering NELFA and Ctr9 heat maps are placed at summits of predicted ChIP-Seq peaks. All heat maps are showing 2-kb windows centered around NELFA peak summits, oriented towards the nearest Ctr9 peak summit. Each ChIP-Seq experiment was performed with a single sample. **(B)** Box plots showing distance in base pairs between NELFA and Ctr9 binding sites on typical enhancers and super enhancers (SEs). The average numbers in base pairs for the two classes are presented within the plots. Distances of peaks were measured between predicted peak summits, as reported by the peak calling software Homer (53). **(C, D)** Representative genome browser tracks for Ctr9 and NELFA ChIP-seq at SEs showing unilateral (C) or bilateral (D) Ctr9 binding on SEs in relation to NELFA. The x-axis indicates the chromosome position, and the y-axis represents normalized read density in reads per million. Black boxes indicate annotated SEs.

Paf1C has been shown to associate with RNAPII Ser5p and Ser2p at promoters and the coding regions of genes (35). However, a systematic investigation of RNAPII occupancy in relation to Paf1C at enhancers is still pending. 

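Ser2p is a phosphorylation of the RNAPII tail that is found on elongating polymerase. The RNAPII Ser2p list of mESCs held 1675 peaks with a median width of 429 bps and a median fold enrichment of 4.79, and they covered 1.13 Mb. A −log10 q of at least 5 was reached by 80.4% of them.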

To fill this gap, we performed RNAPII Ser2P and Ser5p ChIP-seq experiments using antibodies against RNAPII Ser2p and Ser5p in mESCs. Consistent with previous reports, our analysis revealed that RNAPII Ser5p is mainly detected at the TSS regions, whereas RNAPII Ser2p is primarily found at gene bodies and exhibited maximum occupancy around transcription termination sites of protein-coding genes, reflecting the Ctr9 occupancy pattern (Fig S4) (36). In addition to protein-coding genes, we found that RNAPII Ser5p and Ser2p were also significantly enriched on SEs, with 83% and 63% occupancy, respectively, in line with the notion that SEs are transcribed by RNAPII (Fig 3A and Table S4). 

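Of the RNAPII Ser2p summits, 27.3% (25.1% to 29.5%) lay within 1 kb of a gene end, 19.1 times an even spread, and 21.2% (19.2% to 23.2%) within 1 kb of a gene start, 14.0 times an even spread. Within 500 bps, a distance chosen after seeing the data, the shares were 15.4% and 16.0%, which reverses their order. For RNAPII Ser5p, 10.7% of the summits lay near gene ends. At Pabpc1 (chromosome 15 from 36595661 to 36609668, minus strand), the summits of the strongest peaks lay downstream of the gene start by 711 bps for RNAPII Ser5p, 16364 bps for Ctr9 and 17338 bps for RNAPII Ser2p.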

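RNAPII Ser5p peaks met 146 of the SEs (63.2%, 56.6% to 69.4%), against a mean of 2.89 and at most 10 for random intervals. RNAPII Ser2p peaks met 22 of the SEs (9.52%, 6.07% to 14.1%), against a mean of 1.16 and at most 5. The RNAPII Ser2p count was 18 with a −log10 q of at least 5 and 26 with each SE extended by 1 kb on both sides, the alternatives that moved it most.

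**Figure D5:**
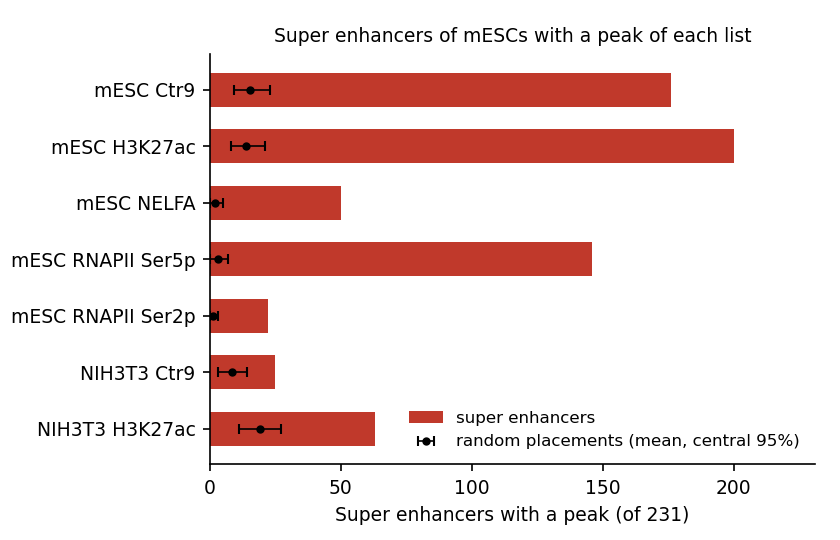
Number of the 231 SEs (x-axis) that meet a peak of each list (y-axis). Bars are counts from 1 library each, and black dots with bars show the mean and the central 95% of 1000 random placements. Counts run from 22 for RNAPII Ser2p to 200 for H3K27ac, each above its random placements.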

Strikingly, almost all Ctr9-bound SEs were also positive for RNAPII Ser5p and all 146 Ser2P-bound SEs were co-occupied by Ctr9. Moreover, RNAPII Ser2P was hardly detectable on SEs devoid of Ctr9 bindings, suggesting that the Paf1C cooperates with RNAPII phosphorylation to regulate the activity of SEs in mESCs (Figs 3A, 4A–C, and S5B and Table S4).

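Among SEs with Ctr9, 140 (79.5%, 72.8% to 85.2%) also had a RNAPII Ser5p peak, and all 22 SEs with RNAPII Ser2p had both a Ctr9 and a RNAPII Ser5p peak. Ctr9 peaks without either RNAPII mark were found on 36 SEs. The SE in Fig 4A, next to Sik1 on chromosome 17 from 31802624 to 31819811, met 7 Ctr9 and 6 RNAPII Ser5p peaks and no RNAPII Ser2p peak, and Table S4 marks it without eRNA.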

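RNAPII Ser2p peaks were found on 0 of the 55 SEs without Ctr9, whose 95% interval reaches up to 6.49%, and on 12.5% (8.00% to 18.3%) of those with Ctr9. Shuffling the Ctr9 label among SEs of similar length gave all 22 SEs with both in 43 of 10000 shuffles. Within SEs of at least the median length the difference was 14.9 percentage points (−1.07 to 23.5), and within shorter SEs 9.76 (−1.69 to 18.1). Both intervals include 0. RNAPII Ser5p peaks were found on 6 SEs without Ctr9 (10.9%). The SE in Fig 4B, next to Egln3 on chromosome 12 from 54306511 to 54314059, met 1 H3K27ac peak and no peak of Ctr9 or either RNAPII list. From the co-occupancy, the paper proposes that Paf1C cooperates with RNAPII phosphorylation in regulating SE activity.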

**Figure S4.**
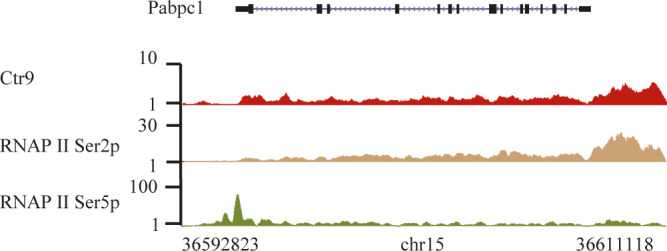
Ctr9, RNAPII Ser2p, and Ser5p occupancies at protein-coding genes. Representative genome browser tracks of ChIP-seq for Ctr9 (red), RNAPII Ser2p (brown), and RNAPII Ser5p (green) for a protein-coding gene in mES cells. Each ChIP-Seq experiment was performed with a single sample. The x-axis indicates the chromosome position, and the y-axis represents normalized read density in reads per million. The Pabpc1 gene is shown as an example.

**Figure 4.**
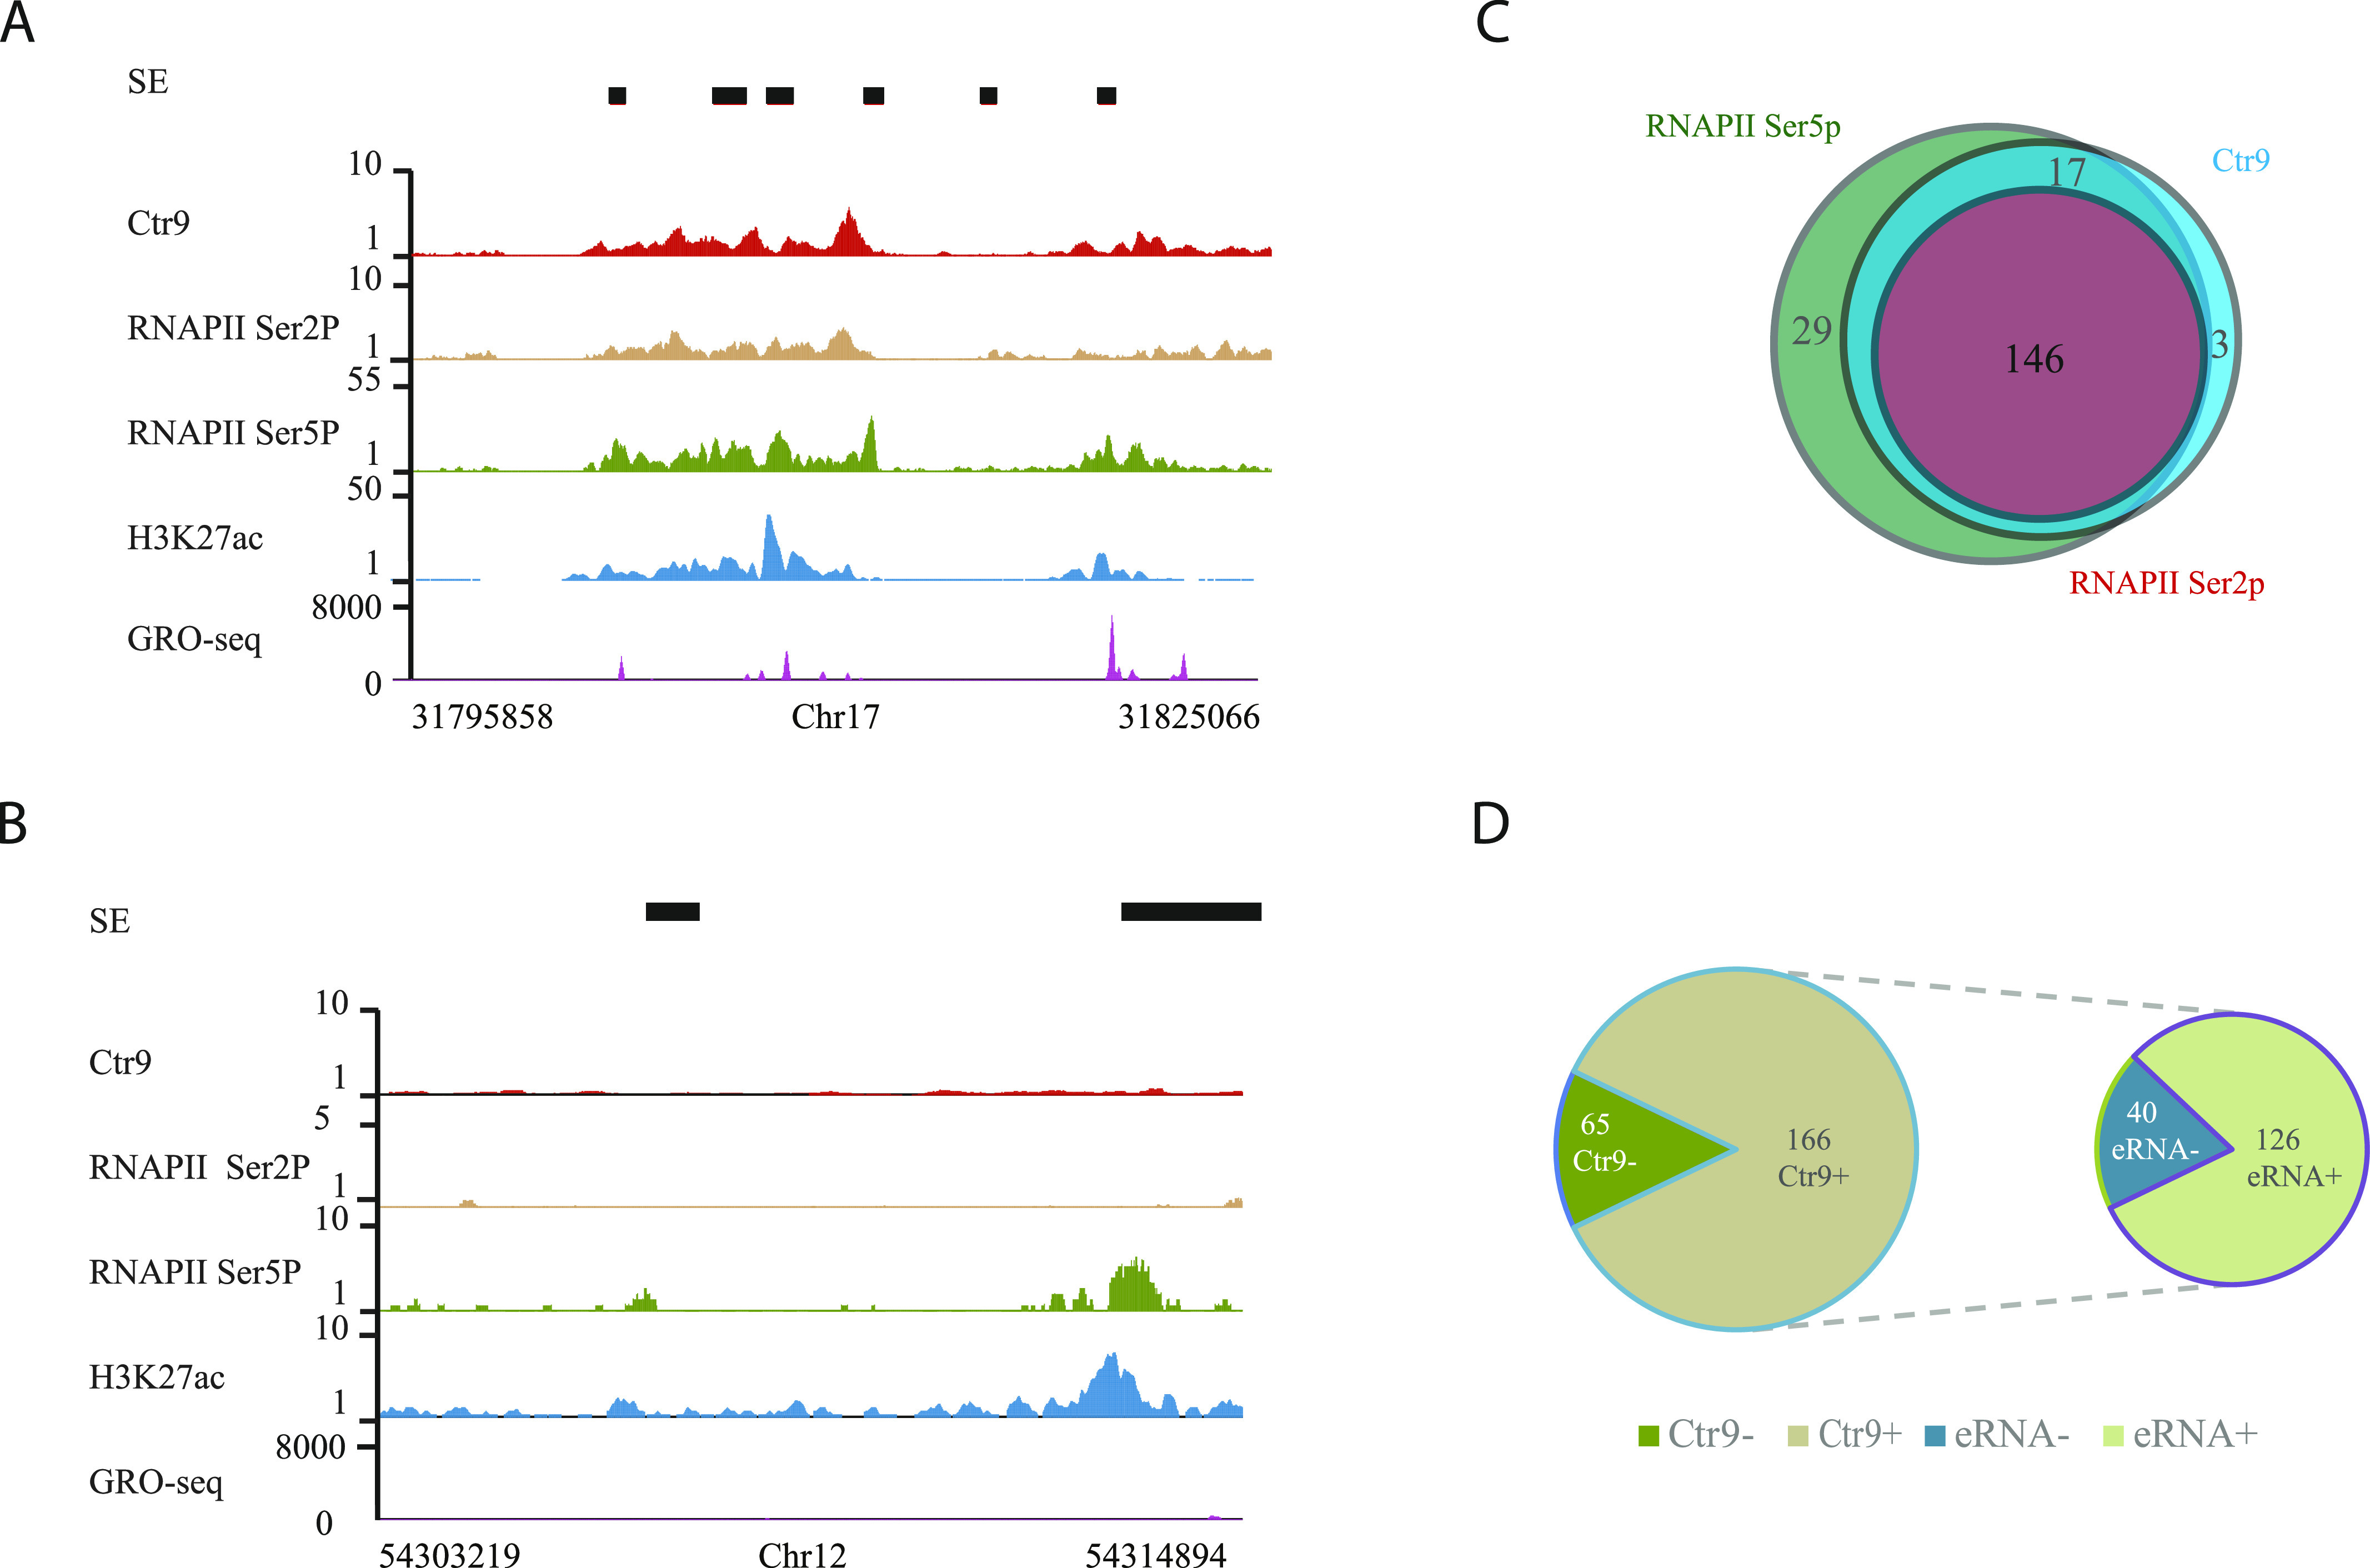
Paf1C and RNAPII Ser2p correlate with enhancer RNA (eRNA) transcripts. **(A, B)** Representative genome browser tracks showing RNAPII Ser2p, RNAPII Ser5p, H3K27ac and eRNA on super enhancers (SEs) with Ctr9 binding (A) or without Ctr9 binding (B). **(A, B)** RNAPII Ser5p and H3K27ac are detectable in both (A) and (B), whereas RNAPII Ser2p and eRNA transcripts are detected only on SE with Ctr9 binding (A). The x-axis indicates the chromosome position, and the y-axis represents normalized read density in reads per million. Black boxes indicate annotated SEs. Each ChIP-Seq experiment was performed with a single sample. **(C)** Venn diagram analysis of RNAPII Ser2p, RNAPII Ser5p, and Ctr9 occupancy on SEs. The numbers indicate SEs carrying either histone modifications or Ctr9 binding. **(D)** Analysis of Ctr9 occupancy and eRNA transcripts on SEs. The numbers indicate SEs with Ctr9 binding and eRNA transcripts. The plot shows that all 126 eRNAs were transcribed from SEs with Ctr9 binding.

**Figure S5.**
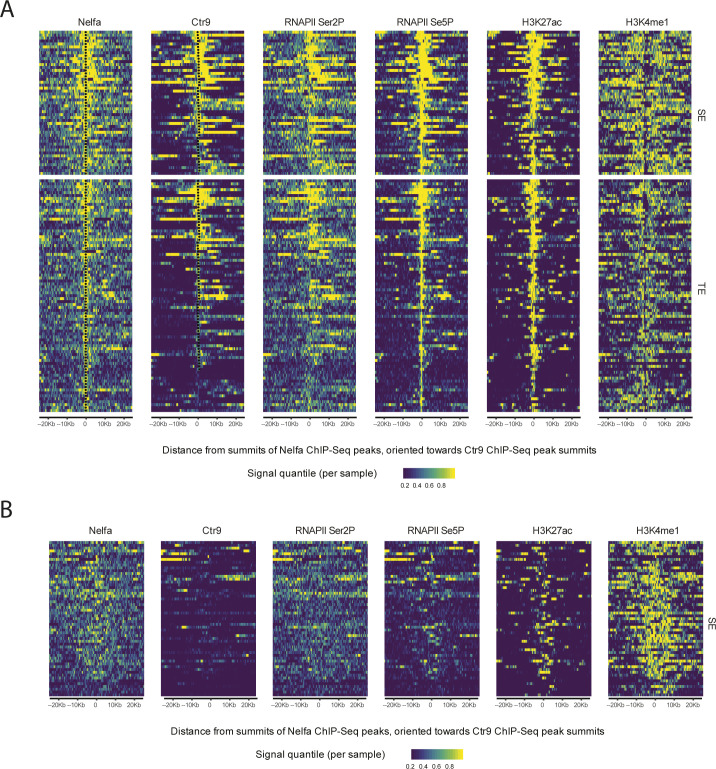
Zoom out view occupancy of NELFA and Ctr9 at enhancers. **(A)** Heat maps showing ChIP-Seq occupancy patterns of NELFA, Ctr9, RNAPII Ser2P, RNAPII Ser5P, H3K27ac, and H3K4me1 at enhancers that are bound by NELFA. Color-coding is based on quantile-normalized read coverage signals, with yellow indicating stronger binding. Black dots covering NELFA and Ctr9 heat maps are placed at summits of predicted ChIP-Seq peaks. **(B)** Heat maps showing ChIP-Seq occupancy patterns of NELFA, Ctr9, RNAPII Ser2P, RNAPII Ser5P, H3K27ac, and H3K4me1 at super enhancers that are not bound by Ctr9. Each ChIP-Seq experiment was performed with a single sample. Color-coding is based on quantile-normalized read coverage signals, with yellow indicating stronger binding. All heat maps are showing 50-kb windows centered around NELFA peak summits, oriented towards the nearest Ctr9 peak summit.

Bulk accumulation of Ctr9 and RNAPII Ser2p at enhancers that correlated with high enhancer activities prompted us to inspect in situ enhancer transcription. We aligned our Ctr9 and RNAPII Ser2p ChIP-seq data with a published global run-on sequencing (GRO-seq) data set, which can be applied to detect eRNA transcripts in mESCs (12). Analysis revealed remarkable overlap between Ctr9, RNAPII Ser2p and eRNAs transcripts (Figs 4A, B, and D and Table S4). A total of 126 SEs expressed eRNA transcripts, all of which were bound by Ctr9, and almost all (124) were also occupied by RNAPII Ser2p, suggesting that Paf1C and RNAPII Ser2p occupancy is a hallmark for active eRNAs transcription in mESCs.

### Paf1C regulates enhancer activity and RNAPII Ser2p

To investigate whether Paf1C directly regulates enhancer activity in mESCs, we performed Ctr9 knockdown experiments (Fig S1C). 24 h post transfection, 10 luciferase reporter plasmids harboring SE fragments with Ctr9 binding (SEs/Ctr9+), and 10 SE fragments without Ctr9 binding (SEs/Ctr9−) were transfected into Ctr9 knockdown cells. As control, the same reporter plasmids were also transfected into cells treated with a non-targeting silencing trigger. Dual-Luciferase assays revealed that depletion of Ctr9 significantly reduced the enhancer activity of SEs/Ctr9+ (four enhancers exhibits more than twofold decrease in activities), whereas no significant effects were recorded on SEs/Ctr9−. These results suggest that Ctr9 is required to maintain enhancer activity in mESCs (Fig 5A and B and Table S6). To determine if Ctr9 regulates transcription of target gene through the modulation of enhancer activity, we depleted Ctr9 by RNAi in mESCs followed by RNA-seq analysis. Ctr9 depletion resulted in a marked decrease in expression of SE target genes (73.5%), whereas TE target genes were much less effected (63.8%) and genes not associated with enhancers were typically not effected (53.7%) (Fig 5C and D and Table S7).

Table S6 Regions of super enhancers with/without Ctr9 occupancy, and primers for luciferase reporter plasmid cloning for Fig 5A and B.

Table S7 Expression changes of genes associated with super enhancers, typical enhancers, and other genes after Ctr9 depletion, resource data for Fig 5C (three worksheets).

**Figure 5.**
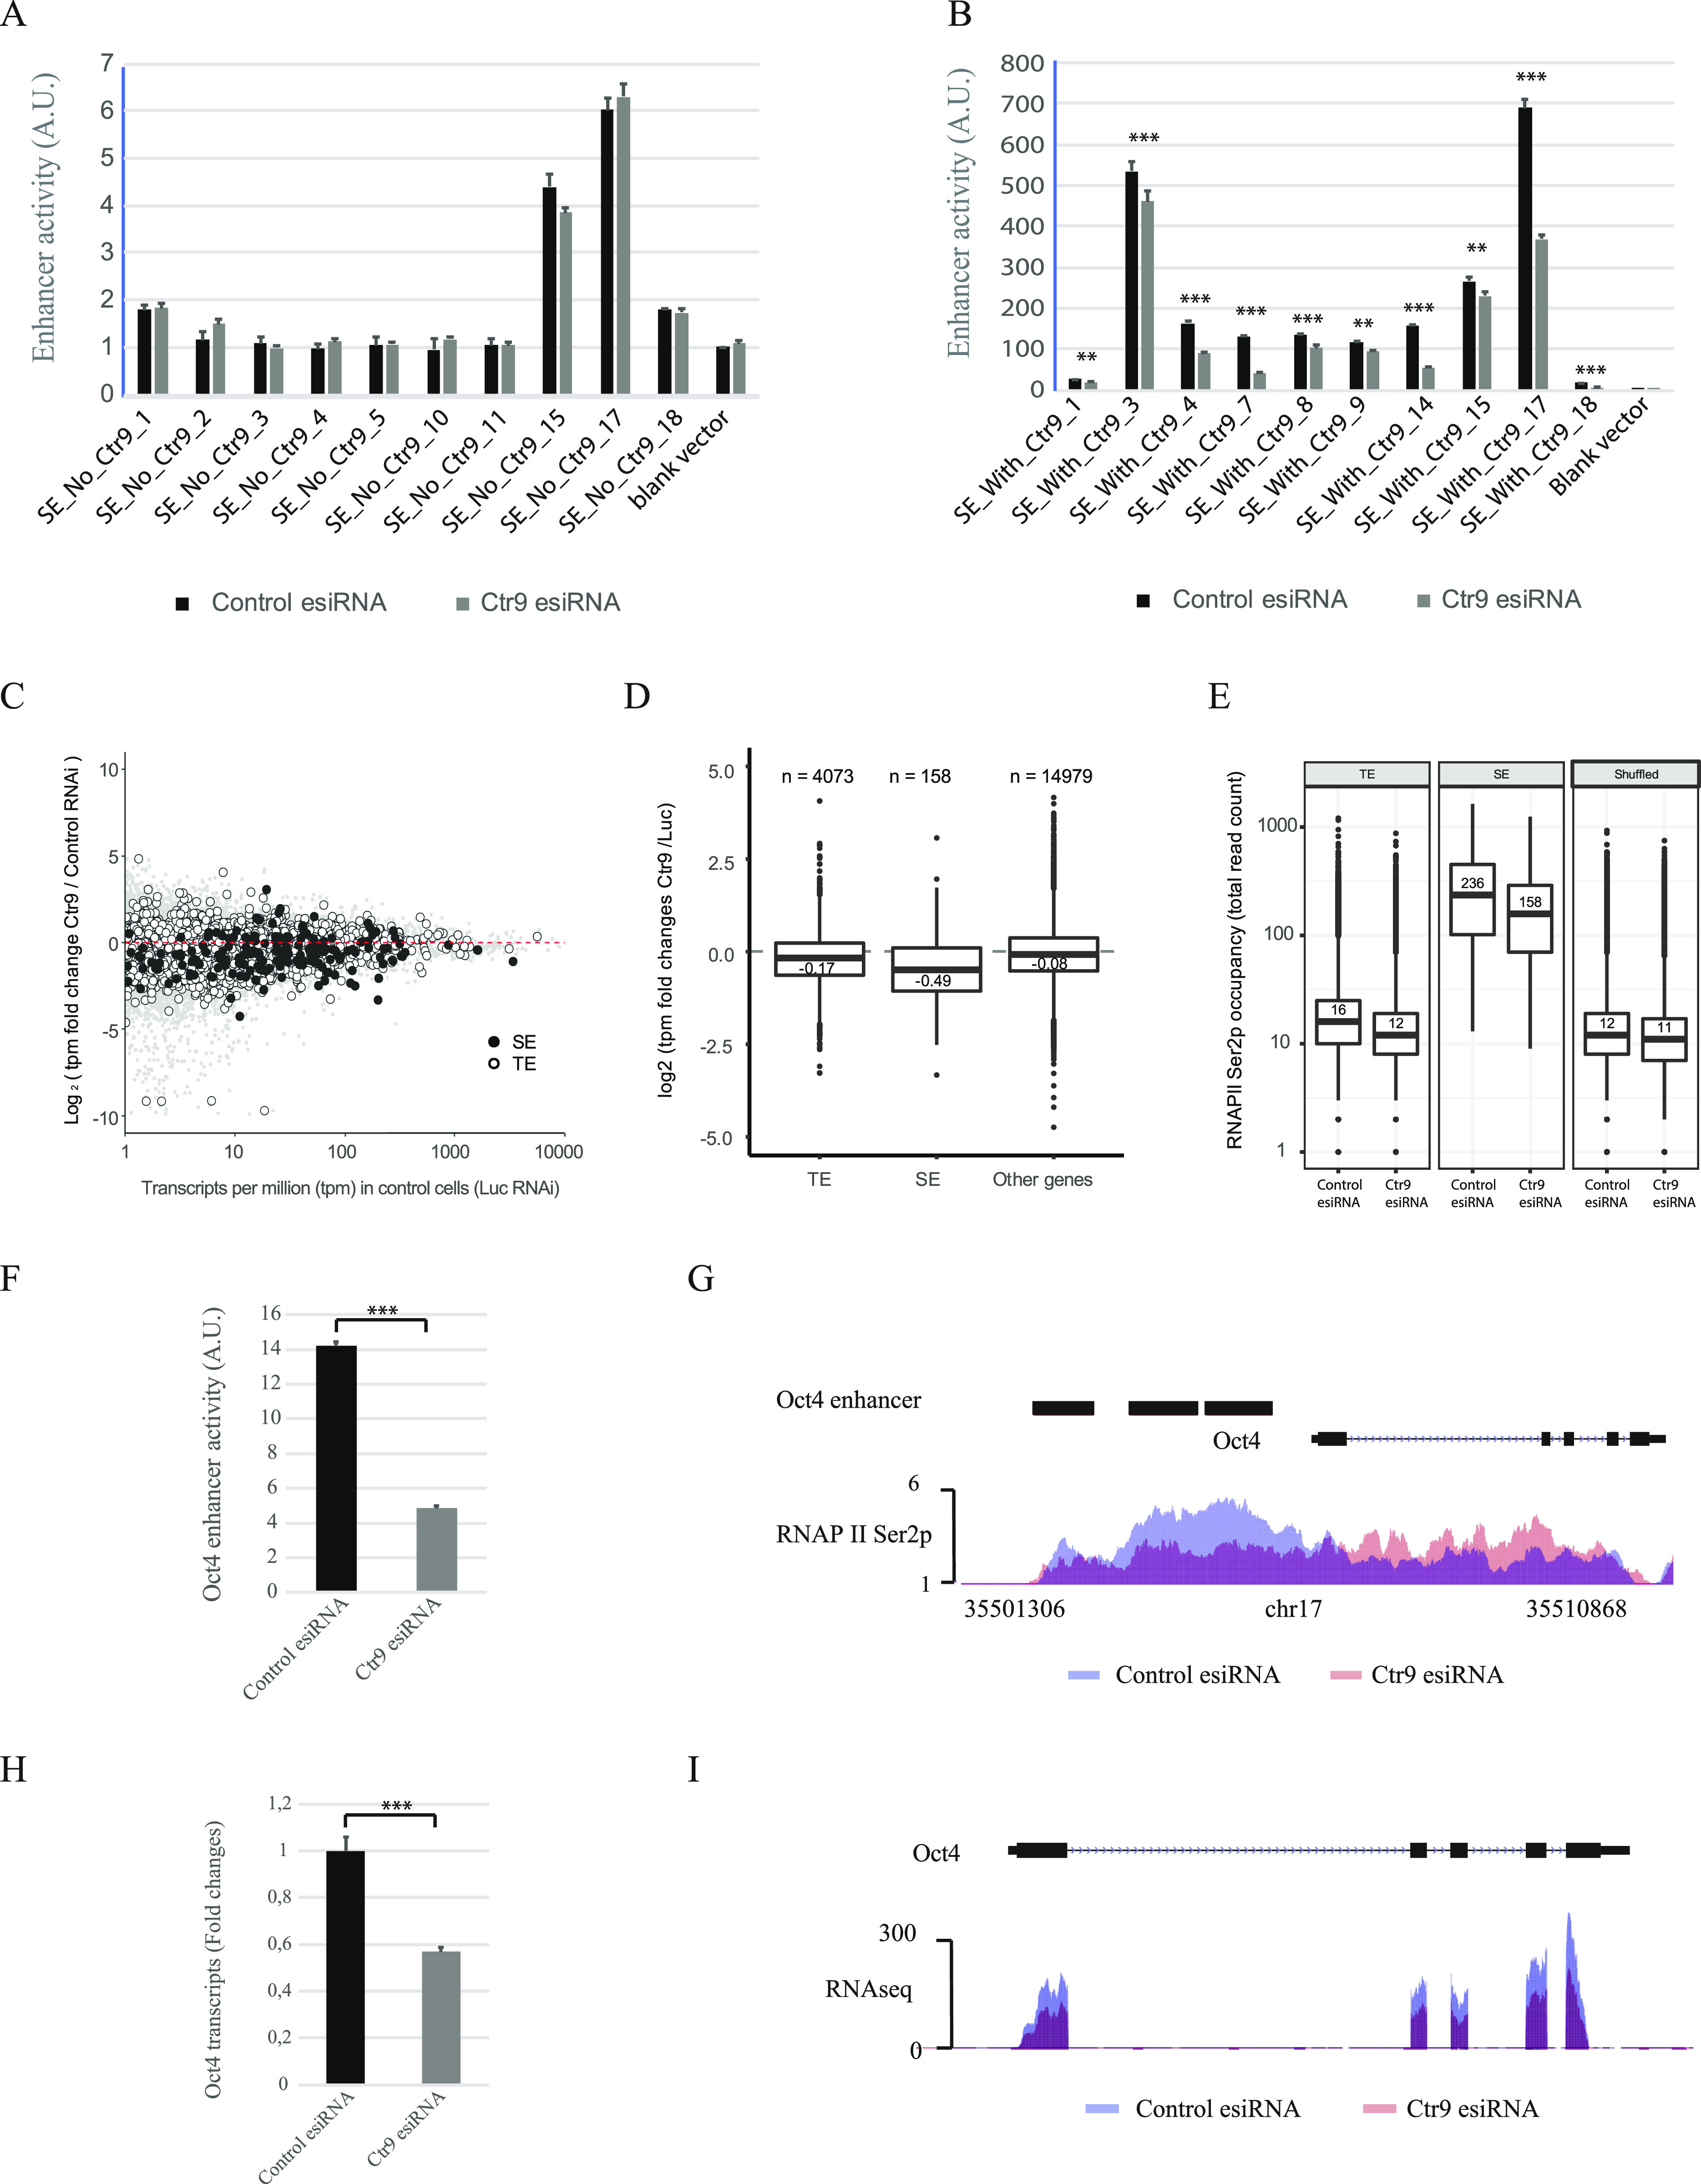
Paf1C regulates gene expression by modulating enhancer activity. **(A)** Enhancer activity of indicated super enhancer (SE) sequences not bound by Ctr9 after transfection with a non-targeting control silencing trigger (black) or Ctr9 knockdown (grey) are shown. **(B)** Enhancer activity of indicated SE sequences that are bound by Ctr9 after transfection with a non-targeting control silencing trigger (black) and Ctr9 knockdown (grey) are shown. The y-axis shows the luciferase measurements in A.U. The values are normalized to samples transfected with the empty reporter vector control. The pRL-SV40 plasmid was used as transfection efficiency control. Data are presented as the mean ± SD from three independent experiments. Error bars depict SD. **(A, B)** Note that depletion of Ctr9 strongly reduced enhancer activity of SEs with Ctr9 binding (panel B), whereas the same treatment had no significant effects on SEs without Ctr9 binding (panel A). **(C)** MA plot showing global gene expression changes upon Ctr9 knockdown, with each point representing one transcript. White-filled and black-filled circles indicate transcripts associated with typical enhancers (TEs) or SEs, respectively. Grey dots indicate all other transcripts that are not associated with SEs or TEs. A dashed red line shows a boundary at which gene expression is not altered. The y-axis shows a log_2_ fold change of transcript per million (tpm) values measured in cells treated by Ctr9 RNAi versus control. Only genes considered as expressed (tpm ≥ 1) are shown. **(D)** Box plots showing distributions of gene expression changes upon RNAi-based Ctr9 knockdown. Genes associated with different types of enhancers are split into separate groups (labelled as TE and SE) and the third group, labelled “Other genes,” contains genes not associated with any annotated enhancer. The y-axis shows a log_2_ fold change of tpm values measured in cells treated by Ctr9 RNAi versus control. *P*-value < 2.58 × 10^−05^ (SEs versus TEs) and *P*-value < 1.7 × 10^−09^ (SEs versus “Other genes”) were calculated according to Mann–Whitney U test. **(E)** Box plots showing general reductions of Pol II Ser2p occupancy at enhancers upon Ctr9 knockdown. The first two panels show total read counts across 8,563 typical enhancers (TEs) and 231 super enhancers (SEs). The third panel, labelled “Shuffled,” serves as a control showing data from 8,794 randomized genomic intervals of the same length as in both sets of enhancers. Numbers above horizontal bars are sample medians. **(F)** Enhancer activity of *Oct4* SE after transfection with a non-targeting silencing trigger control (black) or Ctr9 knockdown (grey) is shown. The y-axis shows the luciferase measurements in A.U. **(G)** RNAPII Ser2p occupancy on *Oct4* SEs after transfection with a non-targeting silencing trigger control (blue) or Ctr9 knockdown (red) is shown. The x-axis indicates the chromosome position, and the y-axis represents normalized read density in reads per million. Black boxes indicate the annotated SEs. Each ChIP-Seq experiment was performed with a single sample. **(H)** qRT-PCR quantification of *Oct4* expression after transfection with a non-targeting silencing trigger control (black) or Ctr9 knockdown (grey). *Oct4* expression was normalized to the expression of the housekeeping gene GAPDH. Values and shown as fold changes to the sample transfected with non-targeting silencing trigger control. Data are presented as the mean ± SD from three independent experiments. Error bars depict SD. **(I)** *Oct4* expression determined by RNA-seq after transfection with a non-targeting silencing trigger control (blue) or Ctr9 knockdown (red). The y-axis represents normalized read density in reads per 10 million. Statistically significant differences were determined by a two-tailed *t* test (** indicates *P* < 0.01 and *** indicates *P* < 0.001).

It has been reported that depletion of the Paf1C leads to reduction in phosphorylation of RNAPII CTD Ser2 on protein-coding genes, which is mediated by Paf1C-dependent recruitment of the CTD Ser2 kinase CDK12 to RNAPII (15, 37). To determine if a similar mechanism might regulate the RNAPII Ser2p status on SEs, we depleted Ctr9 by RNAi in mESCs, followed by ChIP-seq against RNAPII Ser2p. Ctr9 depletion resulted in a 1.5-fold decrease of RNAPII Ser2P occupancy over SEs and a 1.3-fold depletion over TEs, suggesting that Paf1C regulates RNAPII Ser2p on SEs in a similar way as on protein-coding genes (Fig 5E and Table S4). Thus, SEs with a strong decrease of RNAPII Ser2p after Ctr9 knockdown lost their enhancer activity dramatically, and this effect correlated with a strong decrease in transcription of their associated target genes, such as *Oct4* and *Tbx3* (Figs 5F–I and S6A–D). In contrast, Ctr9 depletion had no significant effects on RNAPII Ser2p and mRNA transcripts for genes without Ctr9 binding on SEs (e.g., *Zfp638*, Fig S6E–H). Together, our analyses suggest that Paf1C regulates gene expression by modulating enhancer activity.

**Figure S6.**
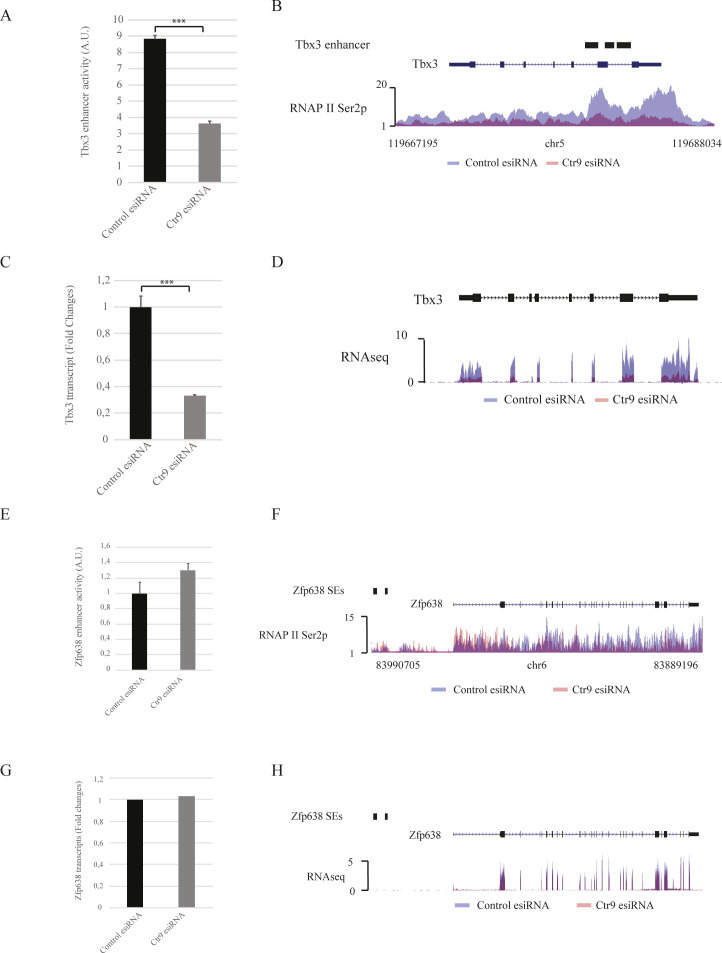
Paf1C regulates gene expression by modulating enhancer activity. **(A)** Enhancer activity of Tbx3 super enhancer (SE) after transfection with a non-targeting control silencing trigger (black) and Ctr9 knockdown (grey). The y-axis shows the luciferase measurements in A.U. The values are normalized to sample transfected with the empty reporter vector. The pRL-SV40 plasmid was used as transfection efficiency control. Data are presented as the mean ± SD from three independent experiments. Error bars depict SD. **(B)** RNAPII Ser2p occupancy on Tbx3 gene after transfection with a non-targeting control silencing trigger (blue) and Ctr9 knockdown (orange). The x-axis indicates the chromosome position, and the y-axis represents normalized read density in reads per million. Black boxes indicate the annotated Tbx3 SE. Each ChIP-Seq experiment was performed with a single sample. **(C)** qRT-PCR quantification of Tbx3 expression after transfection with a non-targeting silencing trigger control (black) and Ctr9 knockdown (grey). Tbx3 expression was normalized to the expression of the housekeeping gene GAPDH, and shown as fold changes to the sample transfected with the non-targeting silencing trigger. Data are presented as the mean ± SD from three independent experiments. Error bars depict SD. **(D)** Tbx3 expression determined by RNA-seq after transfection with a non-targeting silencing trigger (blue) and Ctr9 knockdown (orange). The y-axis represents normalized read density in reads per 10 million. **(E)** Enhancer activity of Zfp638 SE, which is not bound by Ctr9, after transfection with a non-targeting control silencing trigger (black) and Ctr9 knockdown (grey). The y-axis shows the luciferase measurements in A.U. The values are normalized to sample transfected with the empty reporter vector. The pRL-SV40 plasmid was used as transfection efficiency control. Data are presented as the mean ± SD from three independent experiments. Error bars depict SD. **(F)** RNAPII Ser2p occupancy on Zfp638 gene after transfection with a non-targeting control silencing trigger (blue) and Ctr9 knockdown (orange). The x-axis indicates the chromosome position, and the y-axis represents normalized read density in reads per million. Black boxes indicate the annotated Tbx3 SE. **(G)** Quantification of Zfp638 expression after transfection with a non-targeting silencing trigger control (black) and Ctr9 knockdown (grey). Zfp638 expression was determined by reads from RNAseqs and shown as fold changes to the sample transfected with the non-targeting silencing trigger. **(H)** Zfp638 expression determined by RNA-seq after transfection with a non-targeting silencing trigger (blue) and Ctr9 knockdown (orange). The y-axis represents normalized read density in reads per 10 million. Statistically significant differences were determined by a two-tailed *t* test (** indicates *P* < 0.01 and *** indicates *P* < 0.001).

### Prediction of active enhancers in mESCs and NIH3T3 cells

Although histone modification H3K27ac has been shown to mark active enhancers, our data suggest that H3K27ac in conjunction with Ctr9 binding improves the prediction to pinpoint the most active enhancers. 

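The H3K27ac list of NIH3T3 cells, from 1 ChIP-seq library, held 34241 peaks with a median width of 484 bps. Of the H3K27ac peaks at least 1 kb from an annotated TSS, 16995 in number, 1036 (6.10%, 5.74% to 6.47%) overlapped a Ctr9 peak of NIH3T3 cells by at least 1 bp. Of the alternatives set in advance, leaving out the filter on the distance to a TSS moved this number most, since 4339 of all H3K27ac peaks (12.7%, 12.3% to 13.0%) overlapped Ctr9 without it.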

To investigate whether a combination of H3K27ac and Ctr9 binding can predict strong enhancers in cell types where enhancers have not yet been fully characterized, we analyzed H3K27ac and Ctr9 binding in NIH3T3 cells, and nominated 4,037 active enhancers (Table S8) in this cell type. To test our prediction experimentally, we selected eight sites of H3K27ac+/Ctr9− and four sites of H3K27ac+/Ctr9+ in both mESCs and NIH3T3 cells, and eight sites of H3K27ac+/Ctr9+ only in NIH3T3 cells. The enhancer activity was determined again using the luciferase reporter system in the respective cell lines. All four sites of H3K27ac+/Ctr9+ in mESCs and NIH3T3 cells showed marked enhancer activity in both cell lines, whereas seven out of eight H3K27ac+/Ctr9+ NIH3T3-specific regions exhibited prominent enhancer activities only in NIH3T3 cells. Furthermore, all eight H3K27ac+/Ctr9 regions were inactive in both cell types (Fig 6A and B and Table S9). Hence, our data suggest that active enhancers in specific cell types can be reliably predicted based on H3K27ac and Paf1C occupancy.

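All coordinates are in mm10. Of the 4 fragments chosen as bound in both cell types, 3 met peaks of Ctr9 and H3K27ac in both, and the fragment on chromosome 15 from 80253364 to 80254987 met a peak of no list. Of the 8 fragments chosen as bound in NIH3T3 cells only, 7 met Ctr9 and H3K27ac peaks of NIH3T3 cells, with fold enrichments for Ctr9 from 3.45 to 17.1. None of the 8 met a Ctr9 peak of mESCs, and 2 met an H3K27ac peak of mESCs.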

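All 8 fragments chosen without Ctr9 met an H3K27ac peak of NIH3T3 cells, with fold enrichments from 13.8 to 25.8, and none met a Ctr9 peak in either cell type. None of the 8 met an H3K27ac peak of mESCs.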

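Among H3K27ac peaks of NIH3T3 cells at least 1 kb from a TSS, those that overlapped Ctr9 had a median width of 538.5 bps and a median fold enrichment of 6.66, and the others 374 bps and 5.35. In mESCs the median fold enrichment of such peaks was lower with Ctr9 (3.26) than without (3.72). From the reporter activities of the fragments with and without Ctr9, the paper proposes that H3K27ac and Paf1C occupancy together predict active enhancers.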

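The table lists the mm10 coordinates of the NIH3T3 enhancers that the authors nominated, without further columns. Of this table, 2000 lines were held for this work, and no overlap with the deposited peaks was computed from them. Counted from the deposited peaks outside gene bodies and at least 1 kb from a TSS, 304 H3K27ac peaks of NIH3T3 cells overlapped Ctr9.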

Table S8 Predicted enhancers in NiH3T3 cells.

Table S9 Regions with/without Ctr9 occupancy in NIH3T3 cells, and primers for luciferase reporter plasmid cloning for Fig 6A.

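Table S9 gives the mm10 region and the primers of 20 cloned fragments, in groups named for NIH3T3 cells with Ctr9, NIH3T3 cells without Ctr9, and both cell types with Ctr9.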

**Figure 6.**
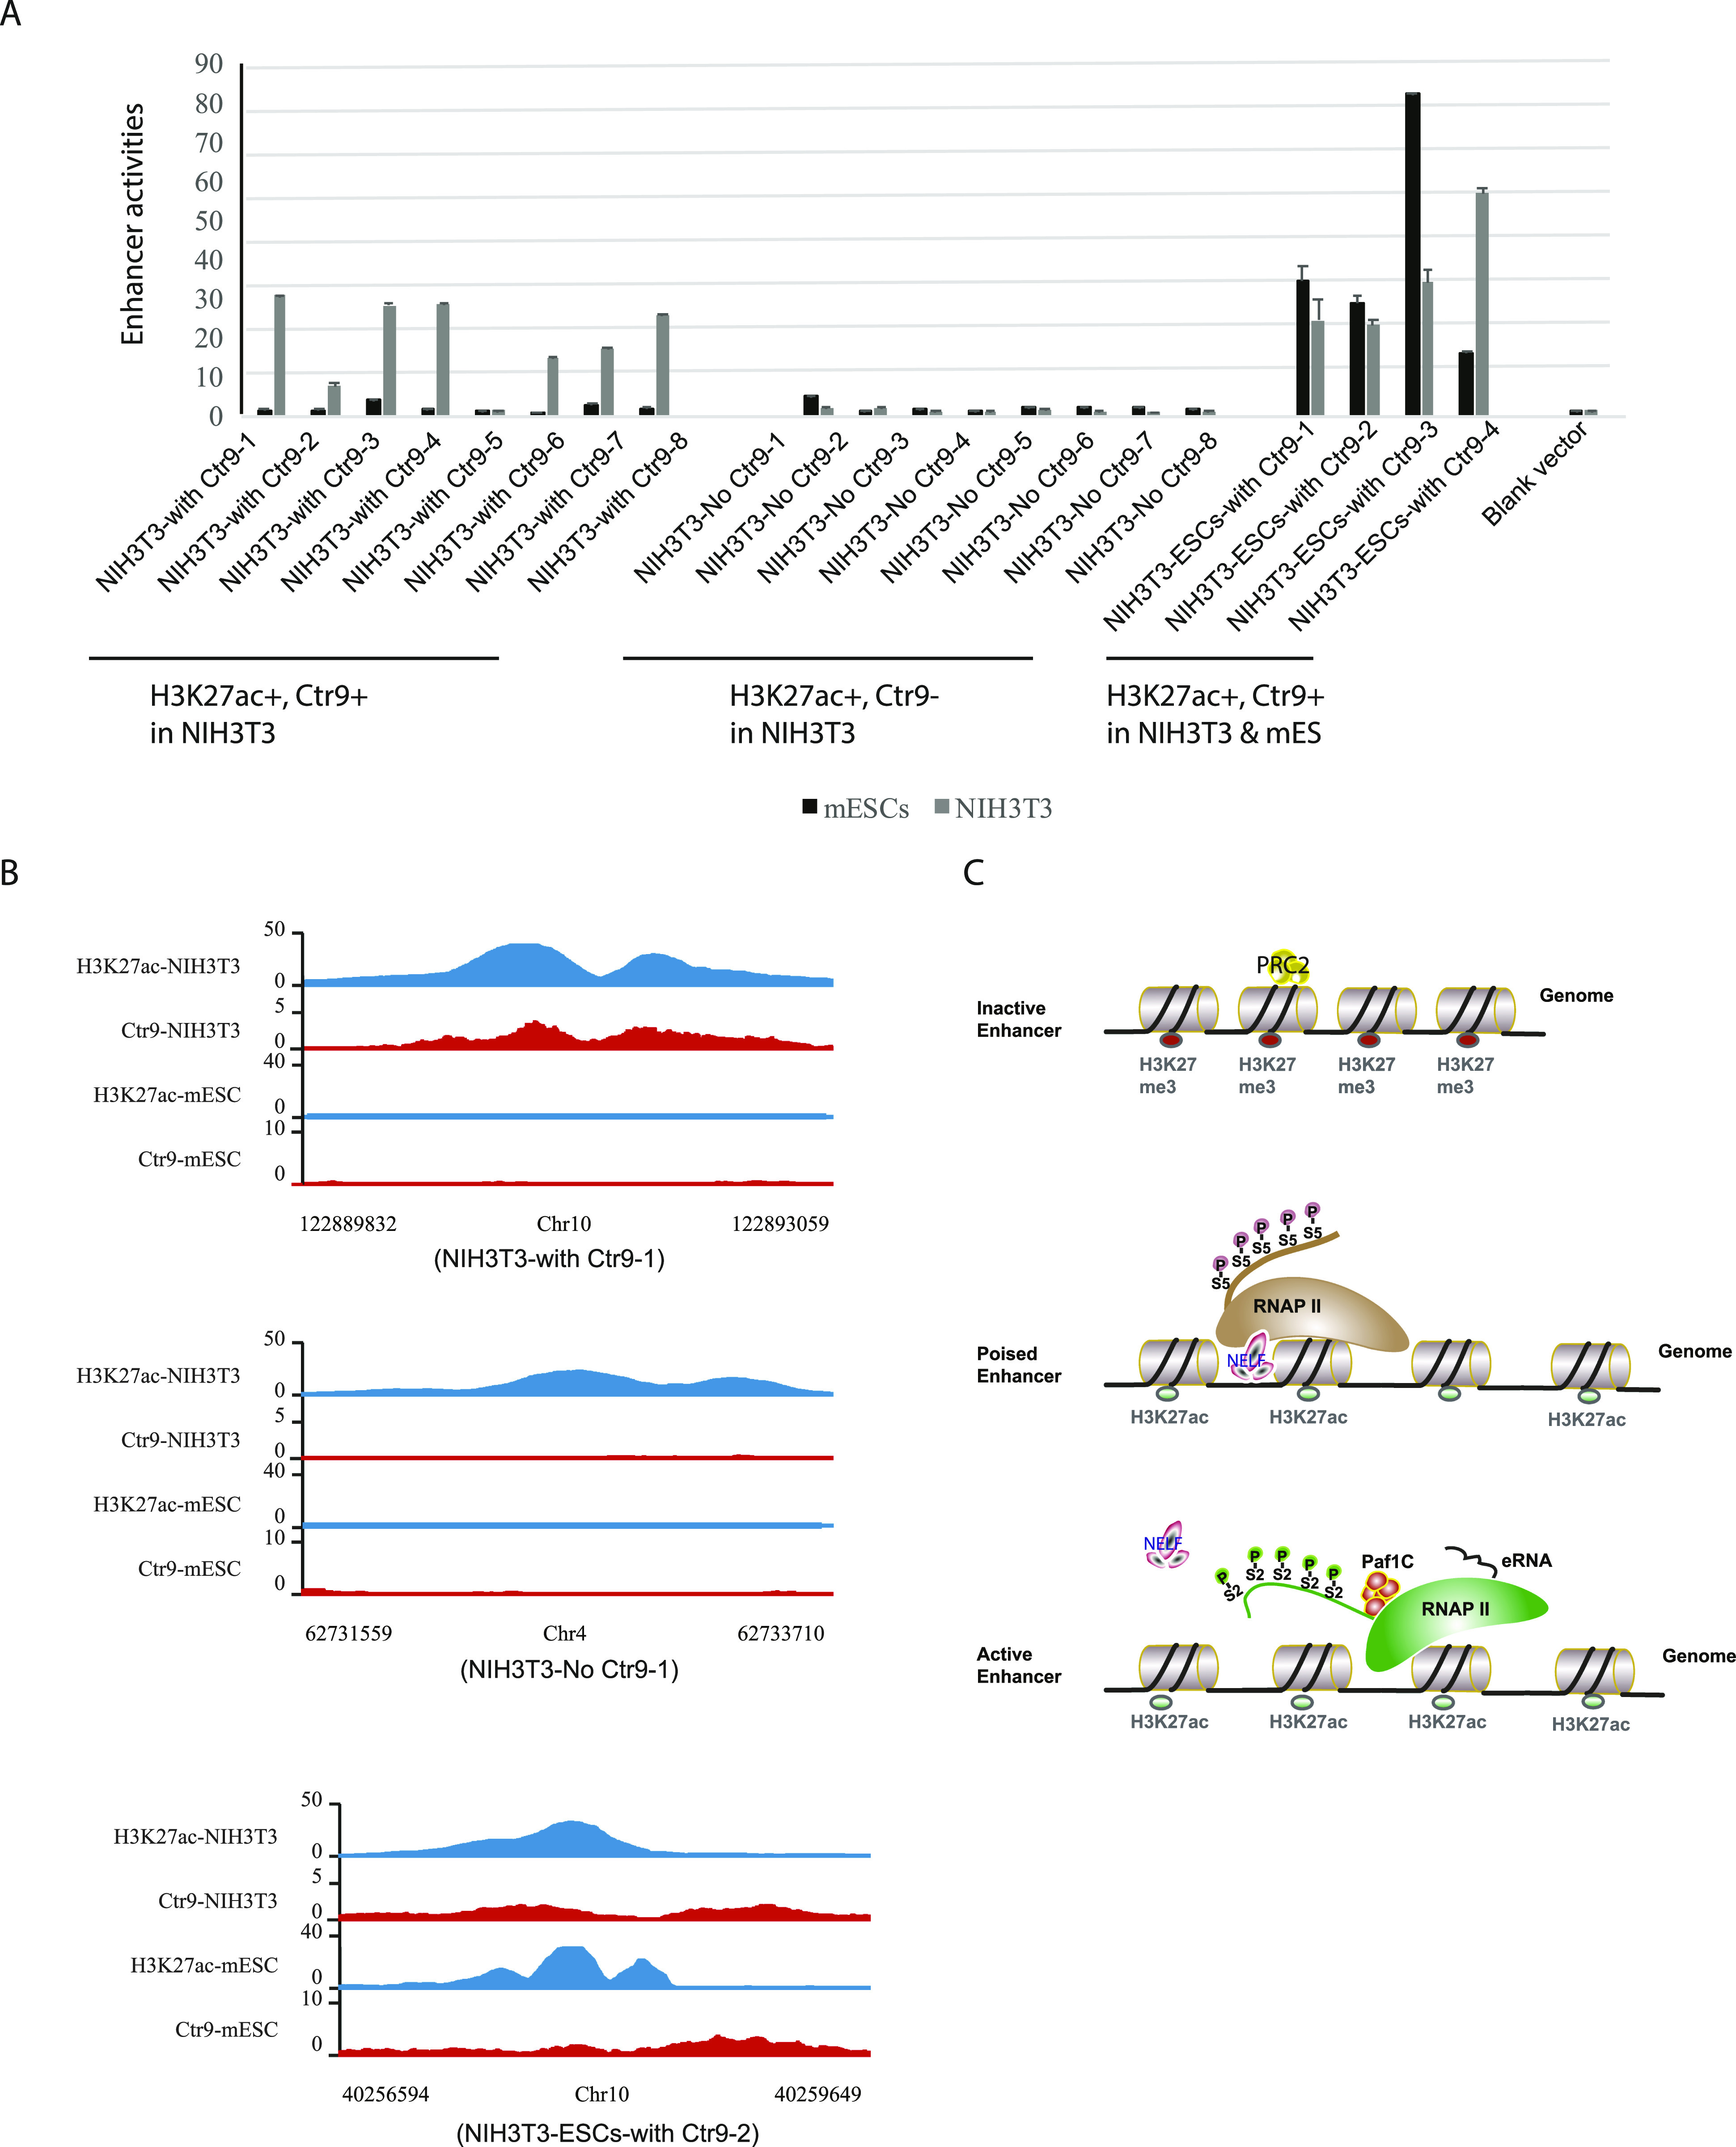
The combination of H3K27ac and Ctr9 DNA-occupancy improves the prediction of active enhancers. **(A)** Enhancer activities of indicated regions with H3K27ac+/Ctr9+ or H3K27ac+/Ctr9− marks in NIH3T3 cells (grey) and mouse embryonic stem cells (black). The y-axis shows the luciferase measurements in A.U. The values are normalized to samples transfected with the empty reporter vector. The pRL-SV40 plasmid was used as transfection efficiency control. Data are presented as the mean ± SD from three independent experiments. Error bars depict SD. Chromosome positions of each indicated region are listed in Table S9. **(A, B)** Representative genome browser views of regions that were analyzed for enhancer activity in panel (A). Genome sites with H3K27ac+/Ctr9+ mark in NIH3T3 cells (upper panel), H3K27ac+/Ctr9− marks in NIH3T3 cells (middle panel), and H3K27ac+/Ctr9+ marks in both NIH3T3 and mES cells (lower panel) are shown. **(A)** The x-axis indicates the chromosome position of the corresponding fragments analyzed in panel (A). The y-axis represents normalized read density in reads per million. Each ChIP-Seq experiment was performed with a single sample. **(C)** Model of indicated states of enhancer activity. Proposed roles of indicated protein complexes and chromatin modifications are depicted. Polycomb repressive complex 2, PRC2.

## Discussion

At promoters, the Paf1C has been described to be a major regulator of promoter-proximal pausing and transcriptional elongation, but in different cancer cell lines, contradictory models describing the mechanism of Paf1C function in this respect have been proposed (14, 15, 26). To investigate the mechanism of Pac1C regulating promoter function in primary stem cells, we have performed a panel of experiments to determine DNA occupancies of relevant factors, including NELFA, RNAPII Ser5p, RNAPII Ser2P, and Ctr9 in mESCs. Our analyses are consistent with a dynamic transition of NELF, RNAPII Ser5p, and Paf1C within a 150-bp region downstream of the TSS (27), indicating a coordinated action of events of these factors for active transcription in mESCs, where NELF is substituted by Paf1C. Hence, our model for Paf1Cs role in promoter-proximal pausing and transcriptional elongation at promoters is more in line with the data described by Yu et al (15). Notably, our data are also in agreement with a recent cryo-EM structure analysis of activated and paused RNAPII elongation complexes showing that Paf1C and NELF bind to RNAPII in a mutually exclusive fashion, so that transcription elongation is facilitated by the release of NELF and recruitment of Paf1C to RNAPII (38).

In addition to occupancy at protein-coding genes, we observed prominent Ctr9 binding to intergenic regions, which frequently overlapped with previously described enhancer markers. Furthermore, our data revealed a positive correlation between Ctr9 binding and the strength of activity of enhancers. Notably, ChIP-seq data unmasked strong enrichment of Ctr9 on most SEs in mESCs. What is more, functional testing of Paf1C-bound SEs confirmed that these sequences acted as strong enhancers in mESCs. In contrast, a subset of SEs void of Ctr9 binding were not able to drive expression in reporter assays. Hence, enhancer activity highly correlated with Ctr9 binding, indicating that Ctr9 binding marks the most active enhancers in mESCs. In addition, depletion of Ctr9 strongly reduced activities of these SEs concomitantly with a decrease in RNAPII Ser2p occupancy, supporting a model in which Paf1C binding stimulates eRNA transcription at enhancers (Fig 6C). Because eRNAs have been shown to play an important role in the strength of enhancer activity, we propose that Paf1C is implicated in eRNA transcription at enhancers, thus contributing to their activity (39, 40, 41, 42).

Our findings are divergent to a recent study, which reported occupancy of Paf1C at enhancers in a human colon cancer cell line to repress enhancer activity and to curb eRNA transcription (16). Data by these authors are consistent with a model in which Paf1C maintains the paused state of RNAPII at enhancers and promoters. Thus, regulation of enhancers by Paf1C may be cell type–specific, as it appears to be in the case of Paf1C regulation of promoter-proximal pausing (15, 16, 18). Such difference may be especially pronounced between cancer cells and primary cells and more work is required to investigate potential alternations of Paf1Cs’ role in RNAPII pause-release in different cell types.

Finally, we show that Paf1C binding can be used in combination with histone marks to predict active enhancers in mESCs and NIH3T3 cells. RNAPII binding and eRNA transcription have been reported to displace nucleosomes and establish DNA accessibility (43, 44). Therefore, active enhancers are transcribed even if this transcription has no effects *in trans*. Based on eRNA transcription, pipelines have been designed to independently predict regulatory elements in the genome without using chromatin marks (7, 45). Although eRNAs are potent indicators of enhancer activity, eRNA-based enhancer prediction could be distorted by important factors, including stability of eRNA, or the sensitivity of eRNA detection. Consequently, Andersson et al reported that up to 33 percent of tested regions with enhancer activity lacked detectable eRNAs (9). Similarly, we observed that 24% of the SEs with Ctr9 binding did not express detectable eRNAs, whereas enhancer activity could clearly be measured. Our data suggest that the binding of Paf1C marks enhancers more reliably and robustly than eRNA transcription or H3K27ac marks alone, and therefore, could serve as a better predictor of active enhancers for future studies. To systematically investigate the role of Paf1C at enhancers in the future, it would be interesting to compare the presented Ctr9 ChIP-seq data with STARR-seq experiments carried out in mESCs.

## Materials and Methods

### Cell culture and esiRNA transfection

mESCs E14TG2a (E14) and NIH3T3 cells were cultured in Glasgow Minimum Essential Medium (GMEM, G5154; Sigma-Aldrich), supplemented with 10% FBS (2602-P290705; Pan-Biotech), 1,000 U/ml LIF (ESG1106; ESGRO), 100 mM nonessential amino acids (11140-050; Invitrogen), 2 mM L-glutamine (25030-081; Invitrogen), and 50 μM 2-mercaptoethanol (31350-010; Invitrogen).

Endoribonuclease-prepared siRNAs (EsiRNAs) were produced for gene knockdown as described previously (46). EsiRNA transfection was performed using 2 μl Lipofectamine 2000 (11668-019; Invitrogen), 800 ng esiRNA, and 80,000 cells per well in six-well plates. Primer sequences for esiRNA production are listed in Table S10.

Table S10 Primers for esiRNA production, qRT-PCR, short guide RNA cloning, and Ctr9-GFP knock-in donor construct.

### CRISPR/Cas9-assisted GFP tagging

Short guide RNA and donor repair template construct (GFP with 800 bp homologous arms on both sides to Ctr9 C-terminus cutting site) were cloned as previous reported (47). Oligonucleotides for plasmid constructions are listed in Table S10. CRISPR/Cas9 plasmid pX459 (62988; Addgene), short guide RNA and donor repair template were co-transfected into mESCs, and NIH3T3 cells. 72 h after transfection, GFP-positive cells expressing Ctr9-GFP fusion protein were sorted and collected by FACSAria (BD Bioscience). To avoid clonal variability, we used a pool of GFP-expressing cells instead of single clones to perform ChIP experiments.

### Enhancer reporter assays

Enhancer fragments were cloned into the KpnI site of the pGL4.23 vector. mESCs and NIH3T3 were transfected with pGL4.23 enhancer reporter plasmids containing designated sequences using Lipofectamine 2000 (Invitrogen). The pRL-SV40 plasmid (Promega) was co-transfected as a normalization control. Cells were incubated for 24 h, and luciferase activity was measured using the Dual-Luciferase Reporter Assay System (Promega). For knockdown experiments, esiRNA was transfected into mESCs using Lipofectamine 2000. mESCs were fed with fresh medium and transfected with pGL4.23 enhancer reporter plasmid and pRL-SV40 using Lipofectamine 2000. The genomic coordinates of the cloned fragments and the primers used are listed in Table S10.

### ChIP-seq

ChIP-seq experiments were performed as previously described with minor modification (48). 10 million cells were fixed with 1% (vol/vol) formaldehyde (methanol free) at room temperature for 10 min. Cross-linked chromatin was prepared and sheared using truChIP Chromatin Shearing Kits (Covaris). Antibodies against H3K27ac (8173S; Cell Signaling), RNAPII Ser2p (ab5095; Abcam), RNAPII Ser5p (13523S; Cell Signaling), and GFP (MPI-CBG) were used for ChIP experiments. ChIP-Seq experiments were performed as single runs.

Sequencing was performed on an Illumina HiSeq 2000, aiming for ∼30 million sequencing reads per sample. Obtained sequences were aligned to the mouse genome (ver. mm10) (49) using bowtie2 aligner (ver. 2.3.5.1) (50), using default parameters. Successfully aligned reads were filtered to remove sequences mapped to problematic regions using the ENCODE (51) blacklist downloaded from https://github.com/Boyle-Lab/Blacklist. The number of sequenced fragments aligning to each base was normalized to the total number of reads in a sample. This normalization step was performed automatically by the peak calling software. Peak calling was performed using macs2 (ver. 2.2.6) (52), using a q-value cutoff 0.01. Annotation of peaks, as well as integration with RNA-Seq data, was performed with HOMER software package (ver. 4.10.1) (53) and BEDTools (ver. 2.29.2) (54). Heat maps, signal density curves, and box plots were generated in R (https://www.R-project.org, version 3.5), using standard methods from tidyverse packages (55). Enhancer occupancy by Ctr9, H3K4me1, H3K27ac, Ser5P, and Ser2P was determined by detection of an at least 1 bp intersection between genomic coordinates of an enhancer region and a respective ChIP-Seq peak. Distances between peaks were measured as distances between predicted precise binding sites, which are defined as locations with the highest fragment pileup within a peak location (peak summits), as reported by MACS2.

### qRT-PCR and RNA-seq

Total RNA was extracted from cells using RNeasy Mini Kit (QIAGEN). 500 ng total RNA was reversed transcribed with Superscript III Reverse Transcriptase (Invitrogen) using an oligo d(T)_18_ primer. qPCR quantification of gene knockdown was performed with the SYBR Green qPCR kit (Abgene) with primers as shown in Table S10.

RNA-Seq was performed on an Illumina HiSeq 2000, aiming for ∼30 million sequencing reads per sample. Expression levels of individual transcripts were estimated by kallisto (ver. 0.46.1) (56) using GENCODE transcriptome (release M19) (57) as a reference. For all gene-level comparisons, only representative transcripts with the highest expression values per gene were used.

### Immunostaining

Immunostaining was performed as previous reported (58). Briefly mESCs (Ctr9-GFP, NELFA-GFP) were cultured on cover slips. 4% PFA was used to fix the cells for 10 min at room temperature. After washed with PBS for three times, blocking and permeabilization buffer (1% BSA and 0.5% Triton X-100 in PBS) was used to permeabilize the cells for 15 min at room temperature. Cells were then incubated with primary antibodies at 4°C overnight and then with fluorescent probe-conjugated secondary antibodies for 1 h at room temperature. DAPI (62248; Thermo Fisher Scientific) was used to stain Nuclei at room temperature for 5 min.

### Western blot hybridization

1.5 × 10^5^ mES cells (Ctr9-GFP, NELFA-GFP) were reverse transfected with 1,000 ng esiRNAs and 2 μl lipofectamine 2000 in fibronectin-coated six-well plates. 72 h post transfection, ESCs cells were harvested and lysed in Laemmli sample buffer. 10 μg of protein extracts were separated on NuPAGE 4–12% Bis-tris protein gels (Invitrogen) and blotted to nitrocellulose membrane (Millipore). The membranes were probed with the primary antibodies against anti-GFP (MPI-CBG), and Tubulin (sc-58880; Santa Cruz), and corresponding secondary antibodies (RDye 680RD/800CW anti-mouse IgG, anti-rabbit IgG, and anti-goat IgG). The membranes were scanned by an Odyssey Infrared Imager, and the proteins were quantified by the software Image Studio.

## Data Availability

The supporting data sets including ChIP-seqs and RNAseqs have been deposited in the Gene Expression Omnibus database (http://ncbi.nlm.nih.gov/geo) with accession number GSE149999.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

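The data analysed are 7 ChIP-seq peak lists and 2 RNA-seq tables. In mESCs, ChIP-seq was made for Ctr9-GFP, H3K27ac, NELFA-GFP, RNAPII Ser5p and RNAPII Ser2p, and in NIH3T3 cells for Ctr9-GFP and H3K27ac, with 1 library each. RNA-seq was made from 1 library of each cell type. Of the 12 samples, 9 have a processed file, and the 3 input libraries were used by nothing computed here.

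The authors aligned the ChIP-seq reads with bowtie2 2.3.5.1 to mm10, removed reads in the ENCODE blacklist, and called peaks with macs2 2.2.6 at a q-value cutoff of 0.01. In each deposited list, the authors' score column is 10 times the −log10 of the q-value cut to a whole number. The deposited fold enrichment is a ratio of the fragment pileup at the summit to the local background. The deposited −log10 p and −log10 q values belong to the summit of each peak. The paper also names HOMER 4.10.1 and BEDTools 2.29.2 for annotation and overlap. For RNA-seq, the authors ran kallisto 0.46.1 on GENCODE M19 and deposited estimated counts and TPM per transcript. The deposited estimated counts are kallisto's shares of the reads, so they need not be whole numbers. The deposited TPM values add up to 1000000 in each library.

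Read counts behind the peaks are not in the lists, so the depth of each ChIP-seq library is unknown. The RNA-seq estimated counts add up to 26400407 in mESCs and 28849497 in NIH3T3 cells. No library has a replicate, so no test across replicates was made. Shares carry a 95% exact Clopper-Pearson interval, which at the TSSs of Table S2 counts each distinct TSS once, a choice made after the values were seen, and medians a 95% bootstrap interval over TSSs or summits (2000 samples). These describe counting error or spread within the libraries, and shuffles and random placements describe these lists only. The bootstrap for distances from the TSS ran over listed TSSs, some of them repeated, so its intervals may be too narrow.

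All computations were made in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and figures with Matplotlib 3.10.9. Gene coordinates came from GENCODE M21 and transcripts of Tables S2 and S4 from RefSeq for GRCm38. The code for overlaps, distances, sites, placements, shuffles and intervals was tested on simulated data, with 500 simulated intervals for the overlaps, and 7 of 7 checks passed.

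Sites were windows of 300 bps on each side of summits, merged over both cell types. A peak lay at a gene when its summit was in the gene body or within 1 kb, and a gene was bound when a peak overlapped its body, 1 kb upstream or 5 kb downstream. Expression classes were the top 25%, the middle, the bottom 25% of protein-coding genes with a TPM above 0, and genes at 0. Distances from the TSS used the nearest summit within 1000 bps of the TSSs of Table S2, moved by 2000 bps to the RefSeq TSS. SEs were occupied when a peak overlapped them by at least 1 bp. Random placements (1000) kept the lengths and chromosomes of the SEs and did not avoid assembly gaps. Label shuffles (10000) were made within 5 classes of SE length. NELFA and Ctr9 summits were paired within 2000 bps, and sides were judged within 1000 bps.

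The genes and SEs named are those the paper names in its results or legends, Ctr9, Nelfa and the other Paf1C genes, the 5 SEs with the highest Ctr9 fold enrichment in mESCs, and the 5 protein-coding genes with the highest TPM in mESCs without a Ctr9 peak, leaving out mitochondrial, ribosomal-protein and histone genes. Lsm5 and Vbp1 were read from panels of Fig S2. The SEs next to Tmem131, Ctnna1, Ier2, Sik1 and Egln3 were found from the coordinates shown in panels of Figs 2, 3 and 4, and the paper's text does not name them. Inhbb, Cemip2 and Zbtb45 lie outside this rule and were named after their values were seen. The rule, the test or count for each result and 48 alternatives were set before the data were examined, and 14 further alternatives and the move of the Table S2 coordinate were chosen after. The alternatives changed the threshold on q (−log10 q of at least 5), the overlap rule, the gene and TSS windows, the summary (mean for median), the expression measure, the pseudocount (0.1 in place of 1) and the number of peaks per cell type.

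GRO-seq, H3K4me1, the knockdown experiments, qRT-PCR and luciferase values were not analysed here. Tables S1, S3 and S8 were held in part (1999, 1767 TE and 2000 lines) and were used for no overlap or enrichment. Whether the H3K27ac library of mESCs is the one behind Fig 2 and Table S3 is not known. Levels of the Paf1C genes were computed and are not discussed further.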

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

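The test of the number and width of the peaks was chosen after the result was seen, and the test of promoters before.

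Of the 231 SEs of mESCs, 63 (27.3%, 21.6% to 33.5%) met an H3K27ac peak of NIH3T3 cells. The paper compares these SEs with Ctr9 of NIH3T3 cells, and no such comparison with H3K27ac of NIH3T3 cells was found in its text or tables. The number and width of the NIH3T3 H3K27ac peaks argue against themselves as the whole cause, since intervals of the same lengths placed at random met a peak 19.0 times on average and at most 32 times in 1000 draws. Promoters inside the SEs do not account for the whole count either. With peaks within 1 kb of an annotated TSS left out, 34 SEs still met a peak, against a mean of 9.80 and at most 21 for random intervals. Of the 63 SEs, 21 also had a Ctr9 peak of NIH3T3 cells. Mapping bias and differences in depth between the libraries were not tested, and both have a single library. A shared activity of these regions in both cell types may be a biological explanation, which stays a hypothesis, because the comparison rests on 1 library per cell type and was made on the data in which it was seen.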

How the results depend on the processing

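The alternatives chosen after the results were seen were the coordinate of Table S2 as printed, each distinct TSS counted once, the peak summit inside the gene region, merged intersections of H3K27ac and Ctr9, 500 bps around gene starts and ends, the whole SE in place of the cloned fragment, and the summit and q alternatives for Ctr9 on H3K27ac in mESCs. All others were set before the data were examined. No paired analysis was possible because every condition has 1 library. Over all alternatives, 142 values of the main results stayed within the interval of the result or, for counts, within 1.5 times, 36 moved and 6 changed sign. Of the other values, 96 were the same and 57 moved, none of them with a change of sign. Counts of cloned fragments are among the 142, several of them 0 under every setting tried for them. The tally is therefore no measure of how robust a single result is. The order of the expression classes held under every alternative tried. Unless the change follows from the way an alternative is built, the cause was not tested.

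With a −log10 q of at least 5, which leaves fewer peaks, common Ctr9 sites numbered 3651, the shares at protein-coding genes were 76.1% in mESCs and 77.9% in NIH3T3 cells, and the differences between high and silent genes were 83.0 and 56.7 percentage points. The difference in the NELFA to Ctr9 distance between SEs and TSSs became 38 bps, a change of sign from −19 bps. With equal peak numbers, sites in mESCs only numbered 17015, since the mESC list then held fewer peaks.

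The gene region moved the share at protein-coding genes to 69.9% and 71.6% (gene body only), 91.0% and 91.2% (5 kb on each side) and 82.2% and 83.5% (all annotated genes), in mESCs and NIH3T3 cells. With 1 kb on each side, the difference between high and silent genes was 79.6 and 55.9 percentage points, and 613 highly expressed genes of mESCs had no Ctr9 peak, since the region searched was smaller. Summed TPM gave differences of 86.4 and 63.5, and genes of at most 20 kb 87.1 and 58.7. With a TPM of at least 50, 98 and 462 genes had no Ctr9 peak.

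With the mean, the distance from the TSS was −31.9 bps for NELFA and −19.9 bps for RNAPII Ser5p, both with a changed sign, and 25.4 bps for Ctr9. The paper's distances in Table S2 also have negative means for NELFA (−28.0 bps) and RNAPII Ser5p (−6.39 bps), with 113 bps for Ctr9. The mean NELFA to Ctr9 distance at TSSs was 549 bps, and its difference from SEs 12.0 bps, again with a changed sign. With the printed coordinate of Table S2, medians were −125 bps for NELFA and −3 bps for Ctr9, both with a changed sign, and 54 bps for RNAPII Ser5p. At TSSs, the NELFA to Ctr9 distance was 416 bps within 1000 bps and 533.5 bps with no limit. NELFA summits on SEs with Ctr9 on one side and on both numbered 26 and 2 within 500 bps, but 25 and 27 within 2000 bps, as a wider window finds more summits.

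H3K27ac on SEs with Ctr9 was 97.9% for SEs of at least the median length and 85.4% for shorter ones. Counted over the whole SE that a fragment lies on, 16 fragments from SEs without Ctr9 had an H3K27ac peak and 1 had a Ctr9 peak, since the region searched was larger. NIH3T3 H3K27ac peaks with Ctr9 numbered 4339 without a TSS filter, 304 outside gene bodies, 665 with the Ctr9 summit inside, and 5244 as merged intersections without a filter.

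The ChIP-seq depth is unknown, so a missing peak is a lack of a call and not evidence of no binding. With 1 library per condition, no difference between conditions can be set against a replicate spread.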

Differences from the paper's values

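The alternatives named here were set before the data were examined, except where a sentence says otherwise.

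RNAPII Ser2p peaks met 22 SEs, or 9.52%, where the paper's values are 146 and 63%. None of the alternatives closed the gap. The summit inside the SE gave 21 SEs (9.09%), the summit window 22 and a −log10 q of at least 5 gave 18 (7.79%). With SEs extended by 1 kb, 26 (11.3%) met a peak. The summit inside the SE and the stricter q can only keep or lower the count, so they could not close the gap. Among the SEs that Table S4 marks for eRNA, 19 had a RNAPII Ser2p peak, against the paper's 124. No alternative was run for this count.

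NELFA peaks met 27.8% of the SEs with Ctr9, against the paper's 71%, and 49 SEs had both, against the paper's 119, a count for which no alternative was run. None of the alternatives closed the gap, with shares of 27.5% (summit inside), 24.4% (−log10 q of at least 5), 31.9% (SEs of at least the median length) and 23.2% (shorter SEs). Over all SEs, 50 met a NELFA peak and the paper's Table S4 marks 120. The alternatives gave 49 (summit inside), 51 (summit window), 41 (−log10 q of at least 5) and 54 (SEs extended by 1 kb), and none closed the gap. The summit inside the SE and the stricter q can only keep or lower this count.

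The distance between NELFA and Ctr9 summits at protein-coding genes was 475 bps, against the paper's 163 bps. The alternatives gave 416 bps within 1000 bps, 533.5 bps without a limit, 549 bps with the mean and 482.5 bps with a −log10 q of at least 5, and none closed the gap. On another scale, the median Ctr9 distance from the TSS minus the median NELFA distance, the deposited peaks gave 109 bps, within 1.5 times the paper's 163 bps, as did the summit of highest fold enrichment (125 bps) and the 2000-bp window (130 bps). The 500-bp window (105 bps), the mean (57.3 bps) and a −log10 q of at least 5 (95 bps) did not. On that scale the distances printed in Table S2 give 163 bps, while the median absolute distance per TSS in that table is 341 bps. The paper's 163 bps thus equals a difference of medians, and the 475 bps are a distance per summit.

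H3K27ac peaks with Ctr9 in NIH3T3 cells numbered 1036, against the paper's 4037 active enhancers. Without a filter on the distance to a TSS, the number was 4339, which closes the gap, and merged intersections without a filter, chosen after seeing the values, gave 5244, also within 1.5 times. The gap stayed open outside gene bodies (304), with a −log10 q of at least 5 (712) and with the Ctr9 summit inside the H3K27ac peak (665). These settings can only keep or lower the count.

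Of the cloned fragments from SEs without Ctr9, 9 met an H3K27ac peak. The paper's statement is about the SEs that were tested, all of which carried the mark, so the paper's value is 28. The alternatives gave 9 with the summit inside, 9 with extended fragments and 8 with a −log10 q of at least 5, and none closed the gap. Of these, only the extended fragments could have raised the count. Over the whole SE that each fragment lies on, chosen after seeing the values, 16 fragments met a peak, which leaves the gap open.

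The paper states a larger NELFA to Ctr9 distance on SEs than at genes. Here the distance was 456 bps on SEs and 475 bps at TSSs, both per summit, and the difference had the paper's direction with means (12.0 bps) and with a −log10 q of at least 5 (38 bps). Whether the paper's 465 bps on SEs and 163 bps at genes are on the same scale is not known. The paper describes NELFA and Ctr9 on most SEs as one-sided, and of 60 NELFA summits on SEs 32 had Ctr9 on a single side, 12 on both and 16 on none. A single side was also more frequent within 500 bps (26 against 2) and with a −log10 q of at least 5 (23 against 8), but not within 2000 bps (25 against 27). Of the 12 genes that the paper names next to SEs bound in both cell types, 6 had such an SE here and 6 did not, namely Elovl6, Sgk1, Slc6a6, Ssr2, Gadd45a and Gbx2. The count was 6 or 5 under each alternative for SE occupancy. Among genes the paper names next to SEs bound in mESCs only, an SE next to Tbx3 met 2 Ctr9 peaks of NIH3T3 cells, and 1 SE next to Tbx3 met such a peak under each of these alternatives. This SE overlaps the end of the Tbx3 gene, and the stronger peak has its summit inside the gene, so Ctr9 on the gene itself counts there. The paper's Table S4 also marks this SE as bound in NIH3T3 cells, and another SE next to Tbx3 had no such peak.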

Other observations

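The tests on highly expressed genes without a peak, on the number of NELFA summits near Ctr9 and on their distance without a limit were chosen after the results were seen. The tests on divergent TSSs, random positions within the limit, genes at SEs and neighboring genes were chosen before.

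The nearest Ctr9 summit lay upstream of 299 distinct TSSs of Table S2. A divergent transcript with its TSS within 1000 bps upstream, on the other strand, is annotated for 34.1% (28.8% to 39.8%) of these and for 32.1% (27.6% to 36.9%) of the 405 TSSs with a downstream summit. This difference of 2.01 percentage points was reached by 3135 of 10000 shuffles. Among the 472 TSSs without an annotated divergent TSS, the nearest Ctr9 summit was upstream at 41.7%. Annotated divergent transcription is therefore argued against as the whole source of the upstream summits. Unannotated divergent transcription and the width of the Ctr9 peaks stay open, and no biological explanation was tested.

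The distance of 456 bps between NELFA and Ctr9 summits on SEs was compared with random positions in the same SEs. Among positions with a Ctr9 summit within 2000 bps, the median was 550 bps over 1000 draws, and 15.7% of the draws gave a median as small. Within that limit, chance positions are therefore a candidate explanation for the spacing of the 52 NELFA summits. They are argued against for closeness to Ctr9 as such. Of 60 random positions, a mean of 45.3 had a Ctr9 summit within 2000 bps, and 0.9% of the draws had as many as NELFA. Without a limit, the NELFA median was 527 bps against 816.5 bps for random positions, and 1.2% of the draws gave a median as small. Open chromatin that draws peaks of every list to the same places stays open, and no biological explanation was tested.

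Ctr9 on SEs could follow from protein-coding genes that overlap them. Of the 99 SEs away from protein-coding genes, 63 (63.6%, 53.4% to 73.1%) met a Ctr9 peak, against a mean of 0.917 and at most 5 when the same intervals were placed at random away from genes. Protein-coding genes inside the SEs are therefore argued against as the whole source. Noncoding genes were not left out, so they stay open. Of the 132 SEs that meet a gene region, 113 (85.6%) had a Ctr9 peak, so that genes may still add to the count. Open chromatin at SEs, which can raise ChIP signal in general, was not tested.

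SEs bound by Ctr9 in both cell types are listed next to genes with a higher level in NIH3T3 cells. The medians of log2(TPM + 1) differed by 2.41, with 25 SEs bound in both and 145 in mESCs only that have a TPM for the neighbor, and 1 of 10000 shuffles of the labels gave a difference as high. Expression of the neighboring gene in NIH3T3 cells is a candidate explanation for these shared sites. Which of them comes first was not tested, and several SEs can share a gene. The SEs listed next to Nfkbia and Mesd contain the whole gene, so Ctr9 on the gene itself counts there. How many of the 25 overlap their gene was not counted.

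Among genes with high expression in mESCs, 101 had no peak of any of the 7 lists. A lack of any peak explains only part of the 328 genes without Ctr9, since 69.2% (63.9% to 74.2%) of these had a peak of another list, against 99.3% of the genes with Ctr9. Among genes highly expressed in both cell types, 88 had no peak of any mESC list. Of these, 44.3% (33.7% to 55.3%) had an H3K27ac peak of NIH3T3 cells, against 99.4% of the 2652 with an mESC peak. Stretches left out of the lists of both cell types would leave no such peak, and are therefore argued against as the whole source. The lower share leaves open that they account for part of the 88, and stretches left out of the mESC lists alone were not tested. The rule-named genes Eef2, Actg1, Snrpe, Gm11808 and Dynlt1b lie in peak-free stretches of 64.9, 61.7, 120, 690 and 532 kb. The paper states that reads in blacklisted regions were removed, and that list was not used here. Reads shared between paralogs were not tested, and a biological explanation was not tested either.

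The TSS coordinate printed in Table S2 lies 2000 bps below the RefSeq TSS for 1393 of 1467 transcripts, and for 0 of them at it.

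Table S4 marks the SE of Fig 3C, next to Ier2, as not bound by Ctr9 or NELFA, while the deposited lists have 1 peak of each on it. The cloned fragment of this SE is named as one with Ctr9, as are the fragment next to Zbtb45 and 2 fragments next to Inhbb, whose SEs the table also marks as not bound. The SE next to Cemip2 is marked as bound, and its fragment is named as one without Ctr9. These items were chosen after their values were seen.

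The paper's text states 126 SEs with eRNA, all bound by Ctr9. Its Table S4 marks 127 SEs for eRNA, and 126 of these for Ctr9 and 1 not. Each of the 127 had a deposited Ctr9 peak, while 19 had a RNAPII Ser2p peak. A Ctr9 peak was also found on 49 SEs marked without eRNA.

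The H3K27ac list of mESCs has 112 peaks on 23 sequences other than the assembled chromosomes, 2 of them on mitochondrial DNA.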
